# Early-Life Environmental Variation Affects Intestinal Microbiota and Immune Development in New-Born Piglets

**DOI:** 10.1371/journal.pone.0100040

**Published:** 2014-06-18

**Authors:** Dirkjan Schokker, Jing Zhang, Ling-li Zhang, Stéphanie A. Vastenhouw, Hans G. H. J. Heilig, Hauke Smidt, Johanna M. J. Rebel, Mari A. Smits

## Abstract

**Background:**

Early-life environmental variation affects gut microbial colonization and immune competence development; however, the timing and additional specifics of these processes are unknown. The impact of early-life environmental variations, as experienced under real life circumstances, on gut microbial colonization and immune development has not been studied extensively so far. We designed a study to investigate environmental variation, experienced early after birth, to gut microbial colonization and intestinal immune development.

**Methodology/Principal Findings:**

To investigate effects of early-life environmental changes, the piglets of 16 piglet litters were divided into 3 groups per litter and experimentally treated on day 4 after birth. During the course of the experiment, the piglets were kept with their mother sow. Group 1 was not treated, group 2 was treated with an antibiotic, and group 3 was treated with an antibiotic and simultaneously exposed to several routine, but stressful management procedures, including docking, clipping and weighing. Thereafter, treatment effects were measured at day 8 after birth in 16 piglets per treatment group by community-scale analysis of gut microbiota and genome-wide intestinal transcriptome profiling. We observed that the applied antibiotic treatment affected the composition and diversity of gut microbiota and reduced the expression of a large number of immune-related processes. The effect of management procedures on top of the use of an antibiotic was limited.

**Conclusions/Significance:**

We provide direct evidence that different early-life conditions, specifically focusing on antibiotic treatment and exposure to stress, affect gut microbial colonization and intestinal immune development. This reinforces the notion that the early phase of life is critical for intestinal immune development, also under regular production circumstances.

## Introduction

Maintenance of general health and prevention of infectious diseases are critically dependent on intestinal homeostasis and proper immune competence. In this regard, early colonization of the gut by microbiota as well as the concomitant development of the intestinal immune system has been proven to be important [1], [2], [3]. Immediately after birth, the intestine is colonized by bacteria derived from maternal and environmental sources [4], [5]. During the early-life period, the composition and diversity of microbiota is unstable and highly influenced by environmental conditions, including the use of antibiotics, exposure to stress, and nutrition, as observed in several recent studies using a variety of experimental conditions and models [6],[7],[8],[9],[10],[11],[12],[13]. A significant difference in the diversity of microbiota has, for example, been identified between naturally-reared piglets and isolator-reared piglets that were separated from each other 24 hours after birth during which period natural colonization occurred [11]. The gut microbiota in the isolator-reared piglets remained very divers and contained a large number of phylotypes, whereas in the naturally-reared piglets the microbial diversity decreased as the piglets developed from neonate (day 5) to adult-like stage (day 56: near maturity) [14]. Naturally rearing is supposed to be superior over growing-up in isolators in terms of health with improved immune development and immune homeostasis [14].

The structural and functional development of the mucosal immune system takes place concomitantly with the early-life microbial colonization of new-borns. There is now significant evidence that the process of immune maturation is influenced by the microbiota that colonize the gut at the early stages of life [15], [16], [17], [18], [19]. A link has been discovered between the functionality of the host immune system and the early-life gut microbiota composition [20], [21], [22]. In addition, it has been observed that components of the early-life environment of piglets, most probably including the gut microbial diversity, affect the number of CD4^+^, CD4^+^CD25^+^ effector T-cells, and CD4^+^CD25^+^Foxp3^+^ regulatory T-cells, as well as the serum IgG antibody response [16]. Furthermore, it has been shown that host species specific microbiota is required for the development of the immune system [1] and that different epithelial cell lineages (e.g. paneth cells) are essential for colonization of commensal microbiota and homeostasis of the intestine [23]. Many of the studies that so far addressed the interaction between microbiota and the host immune system used (extreme) experimental conditions and do not account for the timing and specifics of events during early development encountered by the new born animals under normal production circumstances.

To investigate the impact of early-life variations, as experienced under regular production circumstances, on gut microbial colonization and immune development, we used piglets and environmental conditions common in swine husbandry systems and with similarities to environmental conditions experienced by young infants. In intensive swine husbandry systems, piglets are frequently exposed to antibiotics at young age, mainly to prevent outbreaks of respiratory and intestinal diseases; however, the impact on intestinal health has not yet been described on microbiota and/or gene expression level. On the other hand, new born piglets are also frequently exposed to a number of stressful handlings, including ear-tagging, tail docking, and nail clipping. These treatments are known to cause stress, which is in turn expected to have a negative influence on intestinal health of animals. As shown in rats, acute stress can lead to dysfunction of the intestinal barrier [24].

The objective of this study was to investigate the effects of early-life exposure to antibiotics, and antibiotics in combination with stress at day 4 after birth on gut microbial colonization and immune development under regular production circumstances. The specific objective of this study was to identify and define changes in the composition and diversity of the microbiota in the gut and the concomitant immunological effects in intestinal tissue at day 8 after birth. We studied the effect of an antibiotic exposure on the interaction between host immune development and microbiota, in the presence and absence of stressful management procedures, using community-scale analysis of gut microbiota and genome-wide transcriptome profiling of jejunum and ileum tissue.

## Materials and Methods

### Design

The experiment was conducted with 16 sows (TOPIGS20, GY × NL) and their suckling piglets. The piglets of each sow were divided into 3 treatment groups (T1, T2, and T3) by colour-marks on their back, but stayed during the course of the experiment in the litter with their mother sow (Figure S1). Treatment group 1 (T1) piglets experienced no disturbance and were only handled at the time of drawing blood at day 8. Treatment group 2 (T2) piglets received an injection (subcutaneously in the neck) with 0,1 ml Tulathromycin (dosage was 2.5 mg/kg [1 mL/40 kg] body weight) at day 4 after birth. Treatment group 3 (T3) piglets received an identical injection with 0,1 ml Tulathromycin at day 4 after birth and at the same time the standard management procedures (i.e. docking, clipping and weighing) used at that particular farm (VIC Sterksel, The Netherlands). At day 8 after birth from each litter (n = 16) and from each treatment group (n = 3) 48 piglets were sacrificed by intravenous injection of 0,5–1 ml Euthasol (20% sodium pentobarbital; 200 mg/ml). Intestinal tissues (jejunum and ileum) were taken and immediately frozen in liquid nitrogen. From the same or adjacent locations luminal contents and mucosal scrapings were taken, rinsed (with PBS) and frozen in liquid nitrogen as well.

We performed a power calculation (balanced one-way analysis of variance) in R (version 2.14.0), where the number of treatments was 3, number in each group was 4, significance level was 0.05, and power was 0.8. This resulted in an effect size of 1.07. This means that we can pick-up large effects in gene expression log_2_(Fold Change) ≥1.07 between treatments. For each treatment (T1, T2, and T3) the samples of 4 pools of 4 animals were analysed. This design reduces the effect of maternal genetics. The grouping of piglets in each pool were the same for microbiota, blood and tissue (scrapings) transcriptomic analyses, by pooling 4 animals (Table A in File S1).

### Ethics Statement

This animal experiment was approved by the institutional animal experiment committee “Dier Experimenten Commissie (DEC) Lelystad” (2011077.b), in accordance with the Dutch regulations on animal experiments.

### Microbiota Analysis

Ileal content was not present in all piglets at day 8; therefore, only jejunal content was analysed. Jejunal contents were grouped into 4 pools as described in the ‘Design’ part. Microbial DNA was extracted from 250 mg of the mixture using a faecal DNA extraction protocol adapted from Yu and Morrison [25], as previously described by Salonen *et al*. [26]. After extraction of microbial DNA, the microbial composition was detected by the Pig Intestinal Tract Chip (PITChip) version 2.0. The PITChip is a phylogenetic microarray with 3,299 oligonucleotides based on 16S rRNA gene sequences of 781 porcine intestinal microbial phylotypes, it was designed according to the same principles previously described for the Human Intestinal Tract Chip (HITChip) [27] and the PITChip version 1.0 [28], [29], [30]. The PITCip and the comparable tools targeting the human (HITChip) and mouse (MITChip) intestinal microbiota provide a highly reproducible profile of microbiota composition that has been compared with deep pyrosequencing of 16S rRNA gene fragments [29], [31], [32] and metagenome sequencing of intestinal microbiota [33], indicating comparable phylogenetic resolution and a higher sensitivity of the chip-based analysis. Furthermore, microarray-based analysis is not affected by differences in read-depth per sample as is frequently observed for next generation technology sequencing-based approaches. The protocol for hybridization and analysis of the generated data was performed essentially as described before for the HITChip [27]. Briefly, the bacterial 16S rRNA gene was amplified using the primers *T7prom*-Bact-27-for (5′-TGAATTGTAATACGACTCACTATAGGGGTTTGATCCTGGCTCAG-3′) and Uni-1492-rev (5′-CGGCTACCTTGTTACGAC-3′) [27], [34]. The PCR products were transcribed into RNA and the purified resultant RNA was coupled with CyDye prior to fragmentation and hybridization to the array. Microarray images were processed using Agilent’s Feature Extraction Software version 9.5 (http://www.agilent.com). Data was retrieved from the MySQL (version 5.1) database as describe by Rajilic-Stojanovic [27] and pre-processed using the R (Rx64 2.12.2) microbiome package (http://microbiome.github.com/), settings on default. Although this data is part of a larger dataset, we only provide the data related to day 8 in this study. Diversity of microbial profiles was assessed by calculating the Shannon index of diversity using normalized signal intensities of all probes on the array (http://microbiome.github.com/). Multivariate analysis was applied for PITChip data interpretation. In order to relate changes in total microbial composition to environmental variables, redundancy analysis (RDA) was used as implemented in the CANOCO 4.5 software package (Biometris, Wageningen, The Netherlands) [35]. Treatment classes were introduced as environmental (explanatory) variables. The signal intensities for 151 genus-level phylogenetic groups targeted by the PITChip were used as response variables. RDA was performed focusing on inter-sample correlation, and the Monte Carlo Permutation test was applied [36] to decide whether treatment had statistically significant influence on the microbial composition. The unrestricted permutation option (since the experiment had a randomized design) that yields completely random permutations was employed [37]. Treatment was considered to significantly affect microbial composition with p-values <0.05. Triplot diagrams were generated using CanoDraw for Windows. To test the variation of an individual microbial group between treatments we performed a Mann-Whitney-Wilcoxon signed rank test in R (version 2.14.0) with multiple testing corrections (Benjamini Hochberg).

### Microarray Analysis

#### RNA extraction blood

Blood was sampled using the PAXgene Blood RNA tube from PreAnalytiX (a Qiagen/BD company). Tubes were thawed for 2 hours at room temperature (RT). Subsequently tubes were centrifuged at 3,200× g for 10 minutes at RT and the supernatant was discarded. The pellet was suspended in RNase-free water and tubes were centrifuged as described above. The pellet was washed again with RNAse-free water by repeating the last two steps. After discarding the supernatant the pellet was dissolved in 1 ml TRIzol reagent (Invitrogen). After 5 min at room temperature 0.2 ml of chloroform was added, the tubes were mixed vigorously for 15 seconds. After 2 min at RT, tubes were centrifuged for 15 min at 7,000× g. The watery phase containing the RNA was isolated and mixed with 0.5 ml of isopropanol. After centrifugation at 12,000× g for 10 minutes at RT, RNA pellets were washed with 75% (v/v) ethanol and dissolved in RNase-free water. Quality control was performed with the Bioanalyzer from Agilent.

#### RNA extraction tissue

Total RNA was extracted from 50 to 100 mg tissue samples of jejunum and ileum. The jejunum and ileum samples were homogenized using the TisuPrep Homogenizer Omni TP TH220P) in TRizol reagent (Life Technologies) as recommended by the manufacturer with minor modifications. The homogenized tissue samples were dissolved in 5 ml of TRizol reagent. After centrifugation the supernatant was transferred to a fresh tube. Subsequently a phase separation with chloroform was performed as described by the manufacturer. The RNA was precipitated and dissolved, and quantified by absorbance measurements at 260 nm.

#### RNA labelling, hybridization, scanning and feature extraction

Labelling was done as recommended by Agilent Technologies using the One-Color Microarray-Based Gene Expression Analysis Low input Quick Amp Labeling. The input was 200 ng of total RNA and 600 ng of labelled cRNA was used on the 8 pack array.

Hybridization was performed as described in the One-Color Microarray-Based Gene Expression Analysis Low input Quick Amp Labeling protocol from Agilent in the hybridization oven (G2545A hybridization Oven Agilent Technologies). The hybridization temperature was 65°C with rotation speed 10 rpm for 17 hours. After 17 hours the arrays were washed as described in the One-Color Microarray-Based Gene Expression Analysis Low input Quick Amp Labelling protocol from Agilent.

The porcine Agilent microarray slides, G2519F *Sus scrofa* (035953; V2∶026440), harbouring 43,803 probes, were used and scanned using the DNA microarray scanner with Surescan high resolution Technology (Agilent Technologies). Agilent Scan Control with resolution of 5 µ, 16 bits and PMT of 100%. Feature extraction was performed using protocol 10.7.3.1 (v10.7) for 1 colour gene expression.

#### Data loading and statistical analysis

The files generated by the feature extraction software were loaded in GeneSpring GX 12 (also available in GEO, accession number; GSE53170, platform; GPL18045), in which a log2-transformation and quantile normalization were performed. After quantile normalization, quality control was performed and 2 samples were taken out, one sample of jejunum and one of ileum. The remaining 22 samples were analysed by principle component analysis, and a similar approach was followed for the 12 blood samples.

Subsequently, the data was filtered based on the level of expression in which only the (20–100)^th^ percentile was included and control probes if present were removed, resulting in 28,953 probes for the tissue samples, and 20,832 probes for the blood samples. Thereafter (multiple) probes were mapped to genes if possible, resulting in 21,660 probes/genes for tissue samples, and 15,296 probes for the blood samples. To calculate whether the difference between treatments was significant a 2-way ANOVA with multiple testing correction (Benjamini-Hochberg) was performed within GeneSpring, where we compared the following groups for blood, jejunum and ileum: T3 vs. T1, T2 vs. T1, and T3 vs. T2.

#### Functional annotation clustering

Functional annotation clustering analyses were performed with Database for Annotation, Visualization and Integrated Discovery (DAVID, version 6.7 [38], [39]). For each comparison, T3 vs. T1, T2 vs. T1, and T3 vs. T2, analyses were performed with lists of significantly up- and down-regulated genes (after filtering and mapping of probes). An overview of the number of up- and down-regulated genes is available in Table B in File S1.

#### Gene set enrichment analysis (GSEA)

GSEA [40], [41] was performed separately for ileum and jejunum. The following settings were different from the default settings: permutations were performed on the gene set, chip platform was set to gene symbol. Six gene set databases (v3.0) were loaded for analysis, including the three Gene Ontology related gene sets biological processes, molecular function and cellular component, and three pathway related gene sets, BioCarta, Reactome and KEGG.

#### InnateDB interactions

Interactions were extracted from innateDB [42] and loaded into CytoScape (v2.8.1) [43], [44]. To represent the cell location for all genes in the network, the Cerebral plugin was used [45].

#### Quantative RT-PCR

For the quantification of expression levels based on array data, cDNA was made using random hexamer primers and reverse transcriptase, and qRT-PCR was performed targeting genes encoding IL-1βb [46], IL-6 [46], IL-8 [46] and TIMP1 [47] with on-line detection using Syber Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA) in an ABI 7500 Real-Time PCR system (PE Applied Biosystems, Foster City, CA, USA). Quantitative results were determined and normalized with GAPDH gene expression (Figure S2). For the quantification, a standard curve of a plasmid containing the cytokine gene of interest or GAPDH in pGEM-T easy (Promega Benelux b.v. Leiden, The Netherlands) was used.

## Results

### Microbiota analyses

The PITChip was used to evaluate the impact of antibiotic treatment with or without routinely stressful management on jejunal microbiota. The most dominant phylum in all samples was the Firmicutes, followed by Proteobacteria, Bacteriodetes, Spirochaetes, and Actinobacteria (Table C in File S1), whereas, the relative abundances of other phyla were not above 1%. Multivariate redundancy analysis of PITChip2 profiles at the approximate genus-level showed that samples of T3 separated from most samples of T1 along the first canonical axis except for sample 12, and samples of T2 separated from those of T1 along the second canonical axis (Fig. 1). Both axes together explained 18.5% of the variance in microbiota composition. Subsequently, univariate analysis was used to identify microbial groups that significantly changed between treatments (Table 1). In the comparison of T2 versus T1, the relative contribution of *Bifidobacterium-*like, *Erysipelotrichi-*like, *Eubacterium-*like, *Faecalibacterium prausnitzii-*like, and *Solobacterium moorei*-like bacteria increased, whereas *Bacillus-*like and *Staphylococcus aureus-*like bacteria strongly decreased. In contrast, uncultured *Prevotella* group (i.e. a genus-level phylogenetic group comprising exclusively environmental sequences and no cultured representatives) increased in its relative abundance in T3 compared to T1 piglets. When comparing T3 versus T2, multiple microbial groups in different phyla were significantly different, including groups belonging to the Actinobacteria, Fibrobacteres, Firmicutes, Proteobacteria and Spirochaetes (see Table 1 for more detailed information). Microbial diversity (Shannon index based on probe-level profiles) was significantly higher in T2 and T3 than in T1 (*p*<0.01); however, no significant difference was observed between T3 and T2. (*p*>0.05) (Fig. 2).

**Figure 1:**
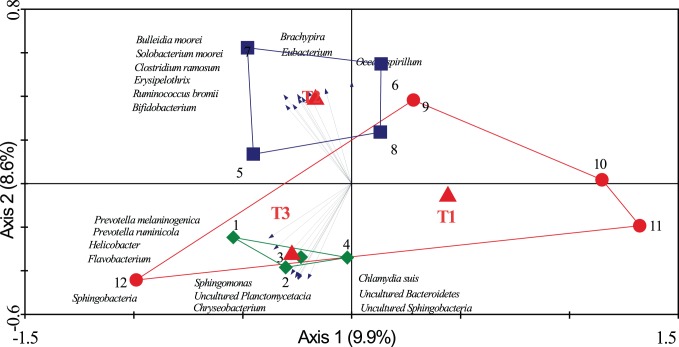
Triplot for RDA analysis of jejunal microbiota composition. Nominal environmental variables T1, T2 and T3 are represented by red triangles (▴). Samples are grouped by treatment: T1 (red; ○), T2 (blue; □) and T3 (green; ◊), each symbol represents a pool of four pigs, and numbers represent pool identity number. Microbial groups contributing at least 60% to the explanatory axes are represented as vectors. Both axes together explain 18.5% of the total variance in the dataset.

**Figure 2:**
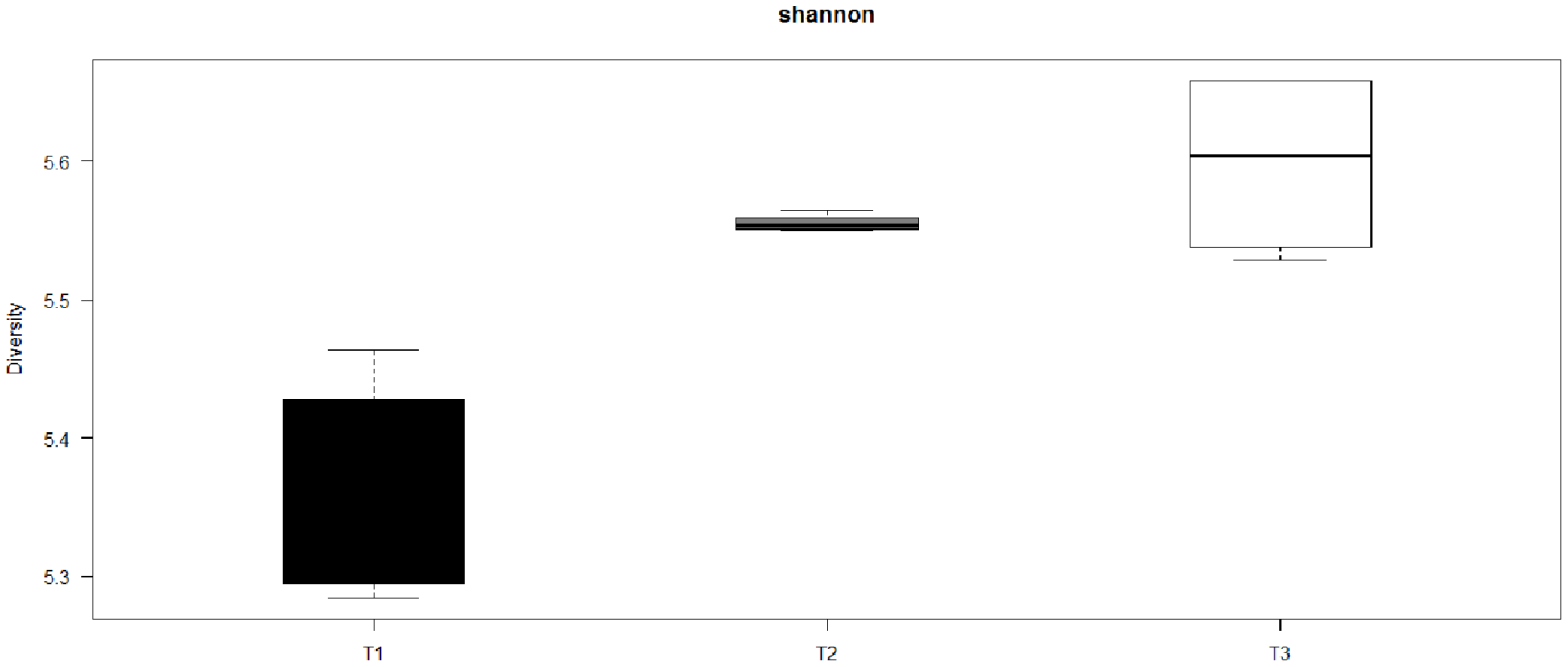
Diversity in microbiota in the three treatment groups. The Shannon index (y-axis) was calculated for all three treatments (T1, T2, and T3) (x-axis).

**Table 1:** Genus-level phylogenetic groups changed in T2 and/or T3.

Microbial groups	T2 vs. T1		T3 vs. T1		T3 vs. T2		ARC^2^		
	*P* value	C.P^1^	*P* value	C.P	*P* value	C.P	T1	T2	T3
Actinobacteria									
* Actinobacteria*									
* Bifidobacterium et rel.*	**0.03↑** 3	0.48	0.34	0.51	**0.03↓**	0.1	0.27±0.08	0.48±0.08	0.34±0.04
* Collinsella*	0.49	0.71	0.11	0.51	**0.03↓**	0.1	0.19±0.04	0.24±0.09	0.14±0.01
* Olsenella et rel.*	0.34	0.67	0.2	0.51	**0.03↓**	0.1	0.18±0.04	0.24±0.09	0.14±0.02
Bacteroidetes									
* Bacteroidetes*									
Uncultured *Prevotella*	0.2	0.64	**0.03↑**	0.33	0.89	0.96	0.2±0.03	0.29±0.08	0.32±0.05
Fibrobacteres									
* Fibrobacteres*									
* Fibrobacter succinogenes et rel.*	0.34	0.67	0.34	0.51	**0.03↓**	0.1	0.58±0.23	0.7±0.11	0.43±0.02
Firmicutes									
* Bacilli*									
* Allofustis et rel.*	0.49	0.71	0.34	0.51	**0.03↑**	0.1	0.26±0.04	0.25±0.01	0.28±0
* Bacillus et rel.*	**0.03↓**	0.48	0.06	0.51	0.34	0.52	0.39±0.01	0.34±0.02	0.36±0.02
* Carnobacterium et rel.*	1	1	0.34	0.51	**0.03↑**	0.1	0.64±0.16	0.57±0.06	0.68±0.06
* Staphylococcus aureus et rel.*	**0.03↓**	0.48	0.69	0.85	**0.03↑**	0.1	0.22±0.03	0.19±0.01	0.22±0.01
* Streptococcus suis et rel.*	0.06	0.54	0.89	1	**0.03↓**	0.1	0.55±0.16	0.83±0.09	0.56±0.1
* Clostridium cluster IV*									
* Anaerotruncus et rel.*	0.89	0.94	0.34	0.51	**0.03↑**	0.1	1.27±0.35	1.16±0.14	1.44±0.07
* Faecalibacterium prausnitzii et rel.*	**0.03↑**	0.48	0.2	0.51	0.2	0.38	0.22±0.09	0.37±0.04	0.31±0.08
* Ruminococcus bromii et rel.*	0.06	0.54	0.34	0.51	**0.03↓**	0.1	0.27±0.06	0.41±0.06	0.31±0.02
* Clostridium cluster XI*									
* Anaerovorax et rel.*	0.49	0.71	0.34	0.51	**0.03↑**	0.1	3.35±0.59	3.07±0.18	3.57±0.09
* Clostridium cluster XIII*									
* Peptoniphilus et rel.*	0.34	0.67	0.89	1	**0.03↑**	0.1	1.02±0.19	0.9±0.09	1.1±0.08
* Clostridium cluster XIVa*									
* Clostridium sphenoides et rel.*	0.49	0.71	0.34	0.51	**0.03↑**	0.1	0.69±0.15	0.62±0.07	0.8±0.04
* Ruminococcus obeum et rel.*	0.69	0.82	0.2	0.51	**0.03↑**	0.1	2.45±0.76	2.43±0.47	3.4±0.39
* Clostridium cluster XV*									
* Eubacterium et rel.*	**0.03↑**	0.48	0.89	1	**0.03↓**	0.1	0.15±0.05	0.26±0.03	0.16±0.03
* Clostridium cluster XVII*									
* Catenibacterium et rel.*	0.11	0.54	0.49	0.7	**0.03↓**	0.1	0.22±0.11	0.4±0.16	0.23±0.01
* Erysipelotrichi*									
* Solobacterium moorei et rel.*	**0.03↑**	0.48	0.49	0.7	**0.03↓**	0.1	0.11±0.05	0.22±0.04	0.14±0.02
Proteobacteria									
* Betaproteobacteria*									
* Bordetella et rel.*	0.11	0.54	0.89	1	**0.03↓**	0.1	0.43±0.17	0.73±0.18	0.41±0.05
* Oxalobacter et rel.*	0.11	0.54	1	1	**0.03↓**	0.1	0.12±0.04	0.21±0.07	0.11±0.01
* Sutterella wadsorthia et rel.*	0.11	0.54	0.89	1	**0.03↓**	0.1	0.12±0.06	0.24±0.09	0.11±0.01
* Gammaproteobacteria*									
* Psychrobacter et rel.*	0.2	0.64	1	1	**0.03↓**	0.1	0.31±0.08	0.41±0.07	0.33±0.01
* Ruminobacter amylophilus et rel.*	0.11	0.54	1	1	**0.03↓**	0.1	0.24±0.08	0.34±0.06	0.23±0.01
Spirochaetes									
* Spirochaetes*									
* Treponema et rel.*	0.49	0.71	0.89	1	**0.03↓**	0.1	1.31±0.32	1.46±0.13	1.19±0.09
* Turneriella*	0.2	0.64	1	1	**0.03↓**	0.1	0.2±0.13	0.32±0.07	0.15±0.01

1 C.P: P value corrected for multiple testing according to the procedure of Benjamini-Hochberg.

2 ARC: average relative contribution [%] of a microbial group. Values represented means ± SD. The microbial groups with a relative abundance lower than 0.1% in all three treatments are not shown.

3 “**↑**” or “**↓**” indicates whether the average relative contribution of the microbial group was increased or decreased.

### Transcriptomic Analysis

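Gene expression was measured with 1-colour Agilent pig arrays in jejunum and ileum tissue and in blood of piglets sampled at day 8. Each array held RNA of a pool of 4 piglets of 1 treatment, 1 from each of 4 sows, so that each pool of T1 had a pool of T2 and a pool of T3 from the same sows. T1 piglets were not treated, T2 piglets were injected with tulathromycin at day 4, and T3 piglets received the same injection and were also exposed to stressful management procedures. The arrays of 12 jejunum, 11 ileum and 12 blood pools were analysed, that is 4 pools per tissue and treatment except for ileum T2 with 3 pools. Ileum T2 pool 8 was not analysed here. The paper took 1 jejunum and 1 ileum array out after quality control and kept 22. In the authors' table of normalized values 22 of the 23 arrays of the day 8 tissues match a column, each under the name of another array, and jejunum T2 pool 8 matches none, including the column that bears its name, so this array is taken as the jejunum array that the paper left out. Values are given for the 22 arrays first and then for all 23 arrays. The authors deposited the intensities of the scanner for each spot, which are background-corrected within an array, linear, and not normalized between arrays. From there the log2 was taken, control spots and spots marked as not uniform or as outliers were left out, and quantile normalization was performed over the tissue arrays together and over the blood arrays apart. A probe was kept when it reached the 20th percentile of each array in all arrays of at least 1 tissue and treatment. Probes that share a gene symbol, or an accession where no symbol was available, were averaged, and each such name is called a gene here. This gave 28413 genes from 34711 probes for the 22 arrays, 28236 genes from 34524 probes for the 23 arrays, and 28832 genes from 34692 probes for blood. A gene symbol was available for 5461 of the 43603 probes. A gene was called changed in a comparison when limma gave a Benjamini-Hochberg adjusted p below 0.05 within that comparison and a fold change above 1.5. Between 64.8% and 75.2% of the spots of a jejunum array, 59.0% and 72.6% of an ileum array, and 34.8% and 44.1% of a blood array were well above background. The number of arrays limits the precision of all values. The arrays of a treatment lay together in 1 row of a slide, so that comparisons within a slide are also comparisons between its rows. In jejunum T2 and T3 shared a slide, in ileum T2 and T1 shared a slide, and in blood T2 and T3 shared a slide, whereas the third treatment of each tissue was on another slide. The comparisons with jejunum T1, ileum T3 and blood T1 are therefore also comparisons between slides.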

To investigate the impact of the different treatments on the host, genome-wide gene expression was measured in intestinal tissue and blood samples. Initially, Principal Component Analysis (PCA) was performed to get more insight into the variability in blood and tissue transcriptome data and to get a visual inspection of the quality of the data. Representing transcriptome data by PCA showed clear aspects of quality control and outlier arrays and hybridization samples can be spotted and taken out based on their gene expression profile and hybridization pattern to ‘control’ probes. Because both intestinal tissues (jejunum, ileum) origin from the same ancestor cells, similar responses to the treatments were expected, and therefore jejunum and ileum data were analysed simultaneously (Fig. 3), whereas the data of blood samples were loaded separately (Fig. 4). For tissue-derived data, clustering occurred of similar treatments (red; T1, blue; T2, and green; T3) as well as similar tissues (squares; ileum, and triangles; jejunum). However treatment 3 samples were more dispersed compared to treatment 1 and 2, albeit grouping more closely with T1 samples (Fig. 3). Also, the different blood samples clustered, however, these clusters were dispersed when looking at principal component 1 (PC1; Fig. 4). This large variation within the treatment groups hinted that there were no significant differences in gene expression in blood cells between the treatments.

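For the 22 arrays of the paper, the first and second principal components held 27.5% and 12.0% of the variance of the log2 values. The mean on the first component was −20.3 (SD 10.1, n = 4) for jejunum T1, −27.8 (SD 14.5, n = 3) for jejunum T2 and −34.0 (SD 21.2, n = 4) for jejunum T3. In ileum it was 78.5 (SD 90.7, n = 4) for T1, 10.6 (SD 6.25, n = 3) for T2 and −11.3 (SD 16.6, n = 4) for T3. The T1 mean in ileum is set to a large part by pool 11 at 211. Separation of the treatments was tested over all genes with a pseudo-F statistic, the ratio of the variation between treatments to that within them, in an exact permutation test over all assignments of the arrays. In the paper's arrays the pseudo-F was 1.70 in jejunum (exact permutation p = 0.0133, 11 arrays) and 1.62 in ileum (exact permutation p = 0.00693, 11 arrays). With jejunum T2 pool 8, which the paper left out after quality control, the jejunum value was 1.32 (exact permutation p = 0.059, 12 arrays) and the ileum value 1.64 (exact permutation p = 0.00693). On the second component of the 23 arrays this pool lay at −157, where the nearest other T2 pool of jejunum lay at 20.2. The separation of jejunum from ileum was 2.40 for the 22 arrays (permutation test, p = 0.00088) and 2.28 for the 23 arrays (permutation test, p = 6e-04). With a normexp background correction the treatment separation was 2.03 in ileum (exact permutation p = 0.00502) and 1.15 in jejunum (exact permutation p = 0.268). Slides alone gave a pseudo-F of 1.92 in jejunum for the 22 arrays (exact permutation p = 0.0303), of 1.34 for the 23 arrays (exact permutation p = 0.123), and of 1.53 in ileum for both sets (exact permutation p = 0.0576). Within a slide, the separation of T3 from T2 in jejunum was 1.435 (exact permutation p = 0.114) for the 22 arrays and 1.13 (exact permutation p = 0.257) for the 23, and that of T2 from T1 in ileum 1.32 and 1.33 (exact permutation p = 0.171 in both), where the smallest p that these pools allow is 0.0286.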

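Dispersion was measured as the distance of each array, over all genes, to the mean of its tissue and treatment, corrected for the group size. For the 22 arrays the distance was 82.7 ± 5.53 (SD, n = 8) in T3, 108.7 ± 38.9 (SD, n = 8) in T1 and 73.9 ± 2.43 (SD, n = 6) in T2. T3 arrays were 8.81 farther from their centre than T2 arrays (exact permutation test over arrays, two-sided, p = 0.004) and differed from T1 arrays by −25.99 (exact permutation p = 0.0601). This test treats the 2 tissues of a pool as independent, and with 1 mean per pool, a test added after the data had been seen, the exact permutation p was 0.0571 against T2 and 0.0286 against T1, where 0.0286 is the smallest possible. For the 23 arrays the distance was 81.5 ± 5.56 (SD, n = 8) in T3, 107.6 ± 38.8 (SD, n = 8) in T1 and 92.2 ± 33.4 (SD, n = 7) in T2, so that T3 minus T2 was −10.73 (exact permutation p = 0.549) and T3 minus T1 was −26.15 (exact permutation p = 0.0578), and with 1 mean per pool they were −19.81 (exact permutation p = 0.657) and −26.15 (exact permutation p = 0.0286). The direction of the difference with T2 changed with jejunum T2 pool 8, which lay at a distance of 164.9, against 94.6 for the next T2 pool of jejunum. In T1 the large distances were those of ileum, with a mean of 136.5 (SD 37.0, n = 4) for the 22 arrays against 80.95 (SD 10.1, n = 4) in jejunum. Scaling to the 75th percentile gave −29.2 for T3 minus T1 over the 23 arrays (exact permutation p = 0.0379, and 0.0286 over pools), and without ileum T1 pool 11 the difference was −11.03. The centre of T3 in jejunum lay at a distance of 65.1 from that of T1 and of 72.3 from that of T2 for the 22 arrays, a difference of −7.21 (exact permutation of the T1 and T2 labels, p = 0.4), and 2 of the 4 arrays were nearer to T1. With all 23 arrays the distances were 64.4 and 73.5, a difference of −9.16 (exact permutation p = 0.886). In ileum the centre of T3 was farther from T1 than from T2, at 105.6 and 90.7 for the 22 arrays, a difference of 14.9 for both sets (exact permutation p = 0.714), and 0 of the 4 arrays were nearer to T1. Without jejunum T1 pool 10 the difference in jejunum was 0.189, and without ileum T1 pool 11 that in ileum was −3.83.

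**Figure D1:**
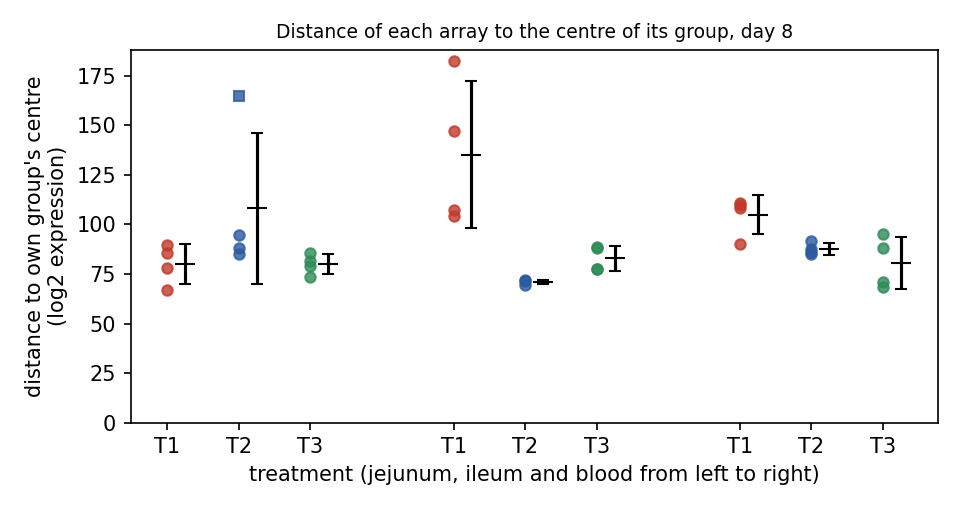
Euclidean distance, over the log2 expression of all genes, of each array to the centre of its group (y-axis) by treatment (x-axis), with the 12 jejunum, 11 ileum and 12 blood arrays from left to right. Points are pools, the square is jejunum T2 pool 8 at 164.9, and bars are means with the SD between pools, with ileum T1 at 135.3 and T3 at 80.03 in jejunum and 82.95 in ileum.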

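In the 12 blood arrays the first principal component held 25.0% and the second 14.3% of the variance. The mean on the first component was −52.6 (SD 50.6, n = 4) for T1, 34.1 (SD 7.01, n = 4) for T2 and 18.5 (SD 16.5, n = 4) for T3. T1 pools ranged from −85.1 to 21.6, and T1 pool 12 at 21.6 was apart from the other T1 pools, of which the highest was at −62.3. The T2 and T3 pools lay between −0.064 and 43.03.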

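The distance of a blood array to the centre of its treatment was 104.9 (SD 9.84, n = 4) in T1, 87.7 (SD 2.86, n = 4) in T2 and 80.7 (SD 13.2, n = 4) in T3. The pseudo-F of the treatments in blood was 1.58 (exact permutation test over all assignments of the 12 arrays, p = 0.0144), and 2.30 when only probes well above background were used (exact permutation p = 0.018). With each blood array left out in turn it stayed between 1.36 and 2.02. The slides of the blood arrays, 1 with T1 and 1 with T2 and T3, gave 2.32 (exact permutation p = 0.00404). Between T3 and T2 on the same slide the pseudo-F was 1.03 (exact permutation p = 0.429, smallest possible p 0.0286).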

**Figure 3:**
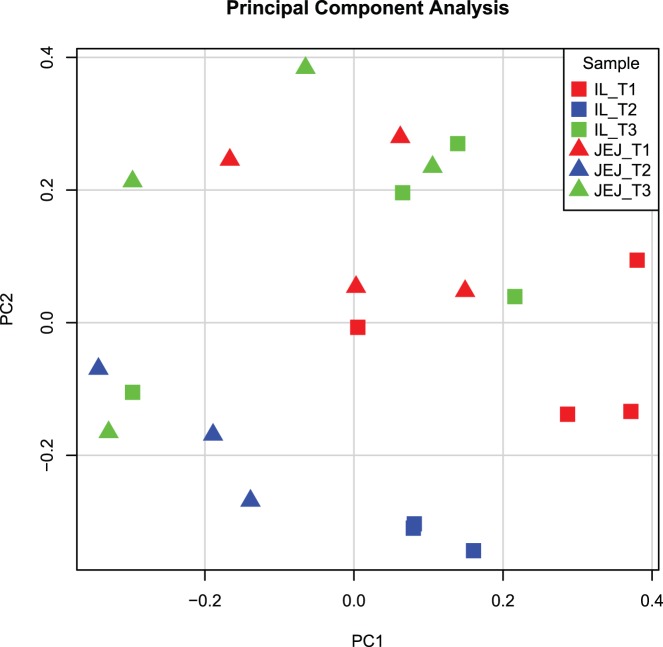
Principal Component Analysis on microarray data of intestinal tissue transcriptomes. A principal component analysis was performed on the 22 tissue transcriptome datasets which remained after quality control. All treatments (T1: red, T2:blue, and T3:green) are displayed for both jejunum (triangles) and ileum (squares). The x-axis depicts principal component 1 and the y-axis depicts principal component 2. Abbreviations: IL; Ileum, JEJ; Jejunum.

**Figure 4:**
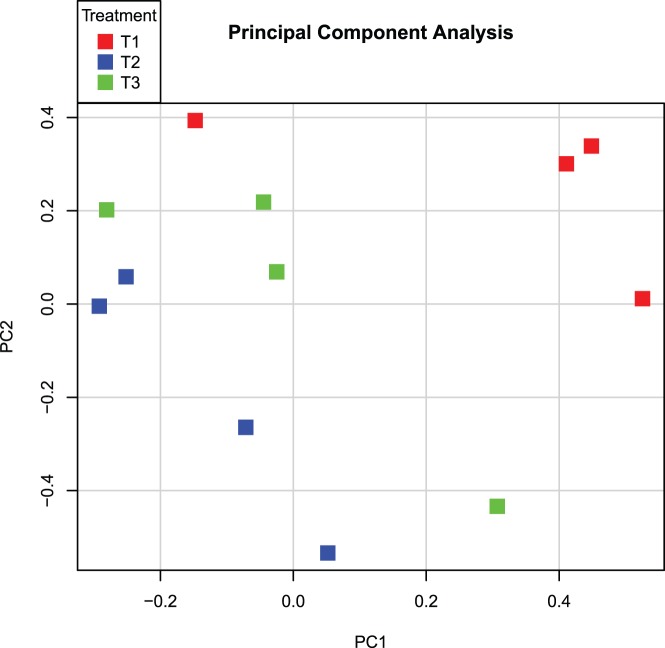
Principal component analysis of blood transcriptomes. A principal component analysis was performed on the 12 blood transcriptome data sets which remained after quality control. Treatment 1 (T1) is depicted in red, T2 in blue, and T3 in green. The x-axis depicts principal component 1, whereas the y-axis depicts principal component 2.

To investigate the effect of the three treatments in jejunum, ileum, and blood, an ANOVA was performed. All probes/genes which were characterized by p_cor_ <0.05 and Fold Change>|1.5| in at least one of the six comparisons were taken for further functional and enrichment analysis (Table B in File S1). 

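In blood 2 genes were changed between T2 and T1, 1 higher and 1 lower, 1 gene was higher in T3 than in T1, and 0 genes were changed between T3 and T2 by limma, with 4 pools per treatment. At an unadjusted p below 0.05 there were 3084, 2030 and 1156 of the 28832 genes in these comparisons. The 2 genes of T2 against T1 became 0 with a normexp background correction, with probes well above background and with an intensity trend in limma. Without blood T1 pool 12 the counts were 815 for T2 against T1 and 565 for T3 against T1, and without blood T1 pool 9 they were 99 and 42. None of the changed genes of blood had a gene symbol. They fall outside the rule for named genes and were singled out after their values were seen. The consensus sequence TC510875 was higher in T2 than in T1 by 1.89 on the log2 scale (SE 0.22, adjusted p = 0.0474) and higher in T3 than in T1 by 2.02 (SE 0.22, adjusted p = 0.0481), and the probe A_72_P365098 had a log2 fold change of −1.99 between T2 and T1 (SE 0.15, adjusted p = 0.00103). In jejunum, for the 22 arrays of the paper, 155 genes were changed between T2 and T1, 7 higher and 148 lower in T2, 0 between T3 and T1, and 4 between T3 and T2, all 4 higher in T3, none of them with a gene symbol. Of these 4 the expressed sequence tags DY419588 and BX917812, singled out after their values were seen, changed most, with log2 fold changes of 2.50 (SE 0.35, adjusted p = 0.00888) and 2.48 (SE 0.36, adjusted p = 0.00988). The counts over the 23 arrays, with jejunum T2 pool 8, were 6, 0 and 0. Of the 23 arrays jejunum T1 pool 10 moved the count of T3 against T1 most, to 20 genes when it was left out. At an unadjusted p below 0.05 there were 2314, 1270 and 1001 genes for the 22 arrays and 2023, 963 and 1097 genes for the 23 arrays. With the 4 sow sets as a block in limma 32 genes were changed between T2 and T1 for the 23 arrays, and with 1 treatment effect for both tissues 160. The methods name a 2-way analysis of variance, and its treatment term was also tested. It passed an adjusted p of 0.05 in 261 of 28413 genes for the 22 arrays and in 76 of 28236 genes for the 23 arrays. Genes that passed and also differed by more than 1.5-fold in jejunum numbered 102 for T2 against T1, 86 for T3 against T1 and 77 for T3 against T2 in the 22 arrays, and 32, 28 and 28 in the 23 arrays.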

No differences were observed in blood, whereas in jejunum and ileum multiple probe signals (up to 80 genes) significantly differed between the treatment groups. In general more probe signals differed significantly in ileum compared to jejunum.

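In ileum 196 genes were changed between T2 and T1 for the 22 arrays, 123 higher and 73 lower in T2. There were 708 genes between T3 and T1, 339 higher and 369 lower in T3, and between T3 and T2 there were 161 genes, 89 higher and 72 lower in T3. For the 23 arrays, with jejunum T2 pool 8, which enters the quantile normalization and the variance that limma pools, the counts in ileum were 118, 80 higher and 38 lower, 303, 126 higher and 177 lower, and 8, 5 higher and 3 lower. Over all comparisons 155 different genes were changed in jejunum and 921 in ileum for the 22 arrays, and 6 and 382 for the 23 arrays. At an unadjusted p below 0.05 there were 5866, 7602 and 3143 genes in ileum for the 22 arrays and 5366, 7054 and 2539 for the 23 arrays. The largest shift came from leaving out ileum T1 pool 12, after which 2081 genes were changed between T2 and T1 and 4572 between T3 and T1. Without ileum T3 pool 2 the latter count was 14. Scaling to the 75th percentile gave 489 genes between T3 and T1, 352 higher and 137 lower, and a normexp background correction gave 596, 173 higher and 423 lower, so that the share of higher genes depends on the scaling. With the sow sets as a block the counts were 150, 429 and 41. With the arrays of ileum normalized and fitted alone they were 0, 5 and 0, and with the mean of both tissues of a pool they were 0, 0 and 0. With the treatment term of the 2-way analysis of variance they were 135, 175 and 132 for the 22 arrays and 49, 50 and 38 for the 23 arrays. Jejunum fitted alone had 8, 0 and 2 changed genes, so that T2 against T1 and T3 against T2 then had more changed genes in jejunum. Between T3 and T1 ileum had more changed genes than jejunum in each setting named here except the mean of both tissues. Under the 75th percentile the median log2 fold change of all genes between T3 and T1 in ileum moved from −0.000732 to 0.13, to which the 352 and 137 genes are relative. Between T2 and T1 4 genes were changed in both tissues for the 22 arrays and 0 for the 23 arrays. Across genes, which are not independent replicates, the log2 fold changes of jejunum and ileum had a Pearson correlation of 0.22 between T2 and T1, 0.16 between T3 and T1 and 0.37 between T3 and T2 for the 22 arrays, and of 0.27, 0.16 and 0.45 for the 23 arrays. The difference in effect between the tissues was itself tested in limma, and 8, 13 and 1 genes differed for the 22 arrays and 2, 10 and 2 for the 23 arrays.

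**Figure D2:**
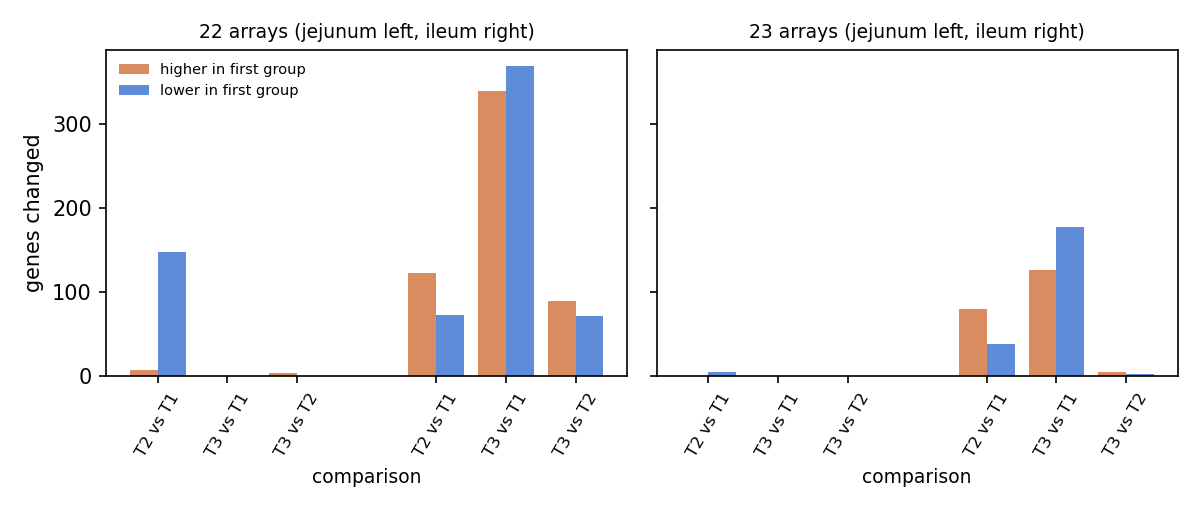
Number of changed genes (y-axis) by comparison (x-axis, jejunum left and ileum right in each panel), for the 22 arrays in the left panel and the 23 arrays in the right panel. Orange bars are genes higher and blue bars genes lower in the first-named treatment, and the highest bars are those of T3 against T1 in ileum, with 339 and 369 genes for the 22 arrays.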

The significantly up- and down-regulated genes were used as input for functional analysis. 

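Few of the changed genes had a symbol, 6 in ileum between T2 and T1 and 12 between T3 and T1 for the 23 arrays. Of those whose pools did not overlap between the groups, the ones with the largest changes are given. Between T2 and T1 in ileum LOC780435 was higher by 1.28 on the log2 scale (SE 0.28, adjusted p = 0.045 for the 22 arrays, 0.0488 for the 23 arrays, limma). GNAQ was higher by 1.09 (SE 0.22, adjusted p = 0.041 and 0.0488). AMCF-II, a chemokine, had a log2 fold change of −1.49 (SE 0.31, adjusted p = 0.0413 and 0.0468), and PDE4B, a cAMP phosphodiesterase, of −1.38 (SE 0.27, adjusted p = 0.0375 and 0.0413). These 4 genes were well above background in all ileum arrays of both treatments. Between T3 and T1 in ileum MX1 was higher by 1.66 (SE 0.35, adjusted p = 0.0266) for the 22 arrays and by 1.67 (adjusted p = 0.0292) for the 23 arrays. ATP4B had a log2 fold change of −1.81 (SE 0.38, adjusted p = 0.0257) and −1.80 (adjusted p = 0.0323), and only 1 of its 3 probes was well above background in all 4 T3 pools. LOC100524494 was not well above background in any T1 pool and was at least 1.46-fold higher in T3. That limit is the mean log2 value of T3 over the mean, for T1, of the higher of the probe and the lowest probe well above background on its array. PAG6 was not well above background in any T3 pool and in only 2 of 4 T1 pools on its brightest probe, which was at least 1.24-fold higher in T1 for the 23 arrays and at least 1.23-fold for the 22 arrays. With each of the 23 arrays left out in turn, the adjusted p went above 0.05 in 20 of the 23 runs for LOC780435, 18 for GNAQ, 16 for AMCF-II, 15 for PDE4B, 5 for MX1, 4 for ATP4B, 1 for LOC100524494 and 0 for PAG6. Without ileum T3 pool 2 MX1 was higher by 1.50 (adjusted p = 0.131) and ATP4B had a log2 fold change of −1.57 (adjusted p = 0.138). With a normexp background correction LOC100524494 (adjusted p = 0.159) and PAG6 (adjusted p = 0.0841) did not pass.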

First, DAVID functional annotation clustering was performed resulting in multiple groups with a significant Enrichment Score (ES). The results are presented in Tables 2–4 (ES>1), where Table 2 shows the differences between T2 and T1, Table 3 between T3 and T1, and Table 4 between T3 and T2. In addition, Gene Set Enrichment Analysis (GSEA) was performed without pre-filtering of genes on e.g. p-value or fold change, so that all probes/genes were used as input. The GSEA analysis resulted in the identification of similar biological processes affected by the treatments as observed by the DAVID analysis (Table D and E in File S1). 

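Over the list of 31 measured genes for ribosomal proteins, a set test that needs no threshold per gene (limma's camera with a preset correlation of 0.01 between genes, adjusted over 18 tests) gave a mean log2 fold change between T2 and T1 in jejunum of −0.095 (adjusted p = 0.00482) for the 22 arrays, with 30 of 31 genes lower in T2, and of −0.23 (adjusted p = 1.09e-06) for the 23 arrays, again with 30 of 31 genes lower. In jejunum the mean between T3 and T1 was −0.070 (adjusted p = 0.0169) and −0.071 (adjusted p = 0.0292). In ileum the mean between T2 and T1 was −0.13 for both sets (adjusted p = 0.00411 and 0.0116), with 26 of 31 genes lower, and between T3 and T1 also −0.13 (adjusted p = 0.0112 and 0.0245), with 27 lower. When the correlation between genes was estimated from the data, or with the rotation test fry, 0 of these 4 differences passed an adjusted p of 0.05 in either set of arrays. With a slide term the mean between T3 and T1 was −0.10 in both tissues for the 22 arrays (adjusted p = 0.0326), a run added after the data had been seen, and 0.033 for the 23 arrays (adjusted p = 0.759), so that the change of direction came with jejunum T2 pool 8.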

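Genes for cytokines, of which 35 were tested, were lower in T2 than in T1 for the 22 arrays by a mean log2 fold change of −0.57 in jejunum (camera adjusted p = 1.53e-07, 27 of 35 genes lower) and of −0.63 in ileum (camera adjusted p = 0.000103, 25 of 35 genes lower). The same mean per pool was compared in an exact permutation test, two-sided, with p = 0.0571 in jejunum and p = 0.0286 in ileum (n = 3 and 4 in both), the latter being the smallest possible. Over the 23 arrays the means were −0.48 in jejunum (camera adjusted p = 1.37e-06, exact permutation p = 0.0571 with n = 4 and 4) and −0.63 in ileum (camera adjusted p = 7.51e-05, exact permutation p = 0.0286). Between T3 and T1 the means were −0.27 in jejunum (exact permutation p = 0.257) and −0.45 in ileum (exact permutation p = 0.0571) in both sets. In blood the cytokines, the chemokine and Toll-like receptor networks and the ribosomal proteins had camera adjusted p of 0.212 or above. Adjusted over the list alone, 3 cytokine genes in jejunum and 11 in ileum were changed between T2 and T1, whereas 0 were changed when adjusted over all genes tested.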

The main findings were that immune related processes appeared to be dominantly influenced by the treatments, for example cytokine/chemokine related processes differed between the treatments in both tissues. This was also verified for three genes (IL1B, IL6 and TIMP2) with qPCR, where we observed a trend between the qPCR and transcriptomics datasets (Figure S2).

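On the arrays IL1B (1 probe) had a log2 value of 7.49 ± 0.084 (SD, n = 3) in ileum T2 and 9.93 ± 1.04 (SD, n = 4) in ileum T1 for the 22 arrays, a log2 fold change of −2.44 (SE 0.58, limma adjusted p = 0.052), and for the 23 arrays the adjusted p was 0.0608. In jejunum it was −2.21 (SE 0.58, adjusted p = 0.112) for the 22 arrays and −2.07 (SE 0.53, adjusted p = 0.169) for the 23 arrays. IL6 (3 probes) had a log2 fold change of −2.45 in ileum (SE 0.67, adjusted p = 0.0752) and of −1.61 in jejunum (SE 0.67, adjusted p = 0.486) for the 22 arrays, and of −2.45 and −1.57 for the 23 arrays. In both tissues and both sets of arrays every T2 pool was lower than every T1 pool for these 2 genes. TIMP2, the third gene in the text, had a log2 fold change of 0.19 in ileum (SE 0.19, adjusted p = 0.591) for the 22 arrays, and in jejunum of −0.0066 for the 22 arrays and 0.11 for the 23 arrays. TIMP1, which the methods and Figure S2 name in its place, had a log2 fold change of −0.50 in ileum (SE 0.53, adjusted p = 0.609) and −0.85 in jejunum (SE 0.53, adjusted p = 0.821) for the 22 arrays, and without ileum T1 pool 12 the ileum value was 0.15. IL8, listed as CXCL8, had −1.16 in ileum (SE 0.36, adjusted p = 0.102) and −1.05 in jejunum (SE 0.36, adjusted p = 0.293). None of the 5 genes passed the threshold over all genes in any comparison of the 22 or the 23 arrays. Between T2 and T1 in ileum IL1B passed without ileum T1 pool 9 (adjusted p = 0.0405), pool 10 (adjusted p = 0.0352) or pool 12 (−2.01, adjusted p = 0.0397), and IL6 passed without ileum T1 pool 12 (−2.72, adjusted p = 0.0307) and with the sow sets as a block (−2.51, adjusted p = 0.0425). Adjusted over the list alone 3 of the 5 were changed between T2 and T1 in each tissue in both sets. The qPCR values were not analysed here.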

**Table 2:** Table **2.** Functional analysis of genes differentially expressed between treatment 2 versus 1.

	DOWN	
JEJUNUM	#	Name
	1	chemotaxis
	2	cytokine activity
	3	chemokine activity
	4	regulation of secretion/immune effector process
	5	cell migration/motion (leukocyte)
**ILEUM**	**#**	**Name**
	1	cytokine activity
	2	chemotaxis
	3	second-messenger-mediated signaling (cAMP)
	4	chemokine activity
	5	response to bacterium/regulation of systemic process

**Table 3:** Functional analysis of genes differentially expressed between treatment 3 versus 1.

	DOWN		UP	
JEJUNUM	#	Name	#	Name
	1	chemotaxis	**1**	nucleotide binding
	2	cytokine activity	**2**	membrane fraction
	3	extracellular region	**3**	ATP binding
	4	chemokine activity	**4**	
	5	second-messenger-mediated signaling (cAMP)	**5**	
**ILEUM**	**#**	**Name**	**#**	**Name**
	1	response to wounding/defense response	**1**	nucleotide binding
	2	cytokine activity	**2**	positive regulation of catalytic activity/signaling cascade
	3	chemotaxis	**3**	plasma membrane
	4	extracellular region	**4**	
	5	chemokine activity	**5**	

**Table 4:** Functional analysis of genes differentially expressed between treatment 3 versus 2.

	DOWN	
JEJUNUM	#	Name
	**1**	chemotaxis
	**2**	nucleotide binding
	**3**	
	**4**	
	**5**	
**ILEUM**	**#**	**Name**
	**1**	Immunoglobulin
	**2**	nucleotide binding
	**3**	plasma membrane
	**4**	nucleotide/ATP binding
	**5**	positive regulation of catalytic activity/signaling cascade

To visualize the differences in gene expression between the treatments, gene interactions networks associated with the dominant processes identified from the functional analysis by DAVID and GSEA were extracted from InnateDB, and the gene expression values were superimposed on these networks. Major differences were found in gene expression levels between the treatment groups for the chemokine signalling network (Fig. 5) and for the Toll-like Receptor (TLR) signalling network (Fig. 6). 

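Of the 24 gene symbols printed in the chemokine drawing 15 were measured, and of the 30 legible in the TLR drawing 23. Over the 22 arrays 13 of the 15 chemokine genes were lower in T2 than in T1 in jejunum, with a median log2 fold change of −1.01, and 15 of 15 in ileum, with a median of −1.26. With the 23 arrays these were 13 with a median of −0.89 and 15 with a median of −1.27. Of the TLR genes 22 of 23 were lower in jejunum for the 22 arrays and 21 for the 23 arrays, with medians of −0.78 and −0.49, and 18 of 23 were lower in ileum in both sets, with a median of −0.35. Between T3 and T1, 13 of 15 chemokine genes were lower in jejunum and 14 of 15 in ileum in both sets, and 15 of 23 TLR genes were lower in each tissue. A gene passed the threshold over all genes only for the chemokine genes in ileum, where CCL2 had a log2 fold change of −1.26 (SE 0.26, adjusted p = 0.041, limma) between T2 and T1 for the 22 arrays and of −1.27 (adjusted p = 0.0468) for the 23 arrays. In ileum CCL2 passed between T3 and T1 for the 22 arrays (−0.98, adjusted p = 0.0413) but not for the 23 arrays (adjusted p = 0.052). With each of the 23 arrays left out in turn the adjusted p of CCL2 between T2 and T1 went above 0.05 in 19 runs. Adjusted over the list alone, 3 chemokine genes in jejunum and 5 in ileum were changed between T2 and T1 for the 22 arrays, and 3 and 6 TLR genes. For the 23 arrays it was 1 chemokine gene in jejunum and 5 in ileum, and 3 and 5 TLR genes. The study printed these genes from the same samples, so the counts adjusted over the list are not independent evidence.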

When focusing on the cellular location of the differentially expressed gene-encoded products of the cytokine and TLR networks, it is remarkable to see that especially the products situated extracellularly, on the cell surface, and the plasma membrane (Fig. 7 and 8), differed between the treatment groups. 

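From lists of the chemokine and TLR pathways written before the data were examined, 57 measured genes coded for extracellular, cell surface or plasma membrane products and 37 for products inside the cell. The mean log2 fold change between T2 and T1 in jejunum for the 22 arrays was −0.73 over the outer genes and −0.092 over the inner genes, and in ileum −0.81 and 0.24. Changes above 1.5-fold between T2 and T1 were found in 31 outer and 2 inner genes in jejunum and in 34 and 10 genes in ileum. In ileum T3 differed from T1 above 1.5-fold in 25 outer and 15 inner genes, with a mean of −0.41 and 0.32 and a median absolute change of 0.54 and 0.45, against 0.39 over all genes, and in jejunum in 11 and 4. The inner score alone differed between T3 and T1 in ileum with an exact permutation p of 0.143. The difference between the outer and the inner mean was taken per pool and compared between treatments with an exact permutation test, two-sided, for which 0.0286 is the smallest possible p. T2 minus T1 was −0.64 in jejunum (exact permutation p = 0.0286, n = 3 and 4) and −1.06 in ileum (exact permutation p = 0.0286, n = 3 and 4) for the 22 arrays. The values for the 23 arrays were −0.50 in jejunum (exact permutation p = 0.0857, n = 4 and 4) and −1.06 in ileum (exact permutation p = 0.0286). T3 minus T1 was −0.31 in jejunum (exact permutation p = 0.2) and −0.73 in ileum (exact permutation p = 0.0286) in both sets, and −0.66 in ileum after scaling to the 75th percentile (exact permutation p = 0.0571). T3 minus T2 was 0.33 in jejunum (exact permutation p = 0.229) and 0.33 in ileum (exact permutation p = 0.229) for the 22 arrays, and 0.19 in jejunum (exact permutation p = 0.457) for the 23 arrays. Adjusted over the 6 comparisons, the lowest p was 0.0572 for the 22 arrays and 0.0858 for the 23 arrays. Ileum T1 pool 11 had the largest difference, 1.29 for the 23 arrays.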

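Lists of the chemokine network (35 genes tested) and of the TLR network (52 genes tested) were scored in each pool as the mean log2 value, each gene centred over all tissue arrays. For the 22 arrays the chemokine score was 0.30 (SD 0.31, n = 4) in T1, −0.45 (SD 0.13, n = 3) in T2 and −0.0058 (SD 0.35, n = 4) in T3 in jejunum. In ileum it was 0.45 (SD 0.34, n = 4), −0.45 (SD 0.047, n = 3) and −0.074 (SD 0.37, n = 4). The TLR score was 0.24 (SD 0.24, n = 4), −0.27 (SD 0.078, n = 3) and 0.11 (SD 0.29, n = 4) in jejunum, and 0.046 (SD 0.27, n = 4), −0.28 (SD 0.13, n = 3) and 0.021 (SD 0.31, n = 4) in ileum. T2 minus T1 of the chemokine score was −0.74 in jejunum (exact permutation test, two-sided, p = 0.0286) and −0.90 in ileum (exact permutation p = 0.0286), the smallest p that 3 against 4 pools allow. For the 23 arrays the differences were −0.59 (exact permutation p = 0.0571) and −0.90 (exact permutation p = 0.0286). For the TLR score they were −0.51 in jejunum (exact permutation p = 0.0571) and −0.33 in ileum (exact permutation p = 0.143) for the 22 arrays, and −0.46 (exact permutation p = 0.0286) and −0.33 for the 23 arrays. T3 minus T1 of the chemokine score was −0.30 in jejunum (exact permutation p = 0.314) and −0.53 in ileum (exact permutation p = 0.114) in both sets. For the TLR network it was −0.13 in jejunum (exact permutation p = 0.514) and −0.025 in ileum (exact permutation p = 0.914). In ileum the median over the 52 genes was 0.031, opposite in sign to the mean, and the mean became 0.037 after scaling to the 75th percentile. With limma's camera, which sets the lists against all other genes, T2 minus T1 was past an adjusted p of 0.05 for both networks in both tissues, with adjusted p between 1.79e-09 and 0.0291 for the 22 arrays and between 2.96e-08 and 0.0235 for the 23 arrays. T3 minus T1 was so for the chemokine network, with adjusted p of 0.000484 in jejunum and 0.00071 in ileum for the 22 arrays. The TLR network did not pass between T3 and T1, with 0.114 and 0.624. With the sow sets as a block, or without a filter, it came to pass in jejunum for the 23 arrays. With fry only the chemokine network between T2 and T1 in ileum was past 0.05 for the 22 arrays (adjusted p = 0.0342), for the 23 arrays it was not (adjusted p = 0.0542), and with a correlation estimated from the data none was. Adjusted over the list alone, 12 chemokine genes and 11 TLR genes were changed between T2 and T1 in ileum in both sets, and over all genes tested 3 and 0 for the 22 arrays and 2 and 0 for the 23 arrays.

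**Figure D3:**
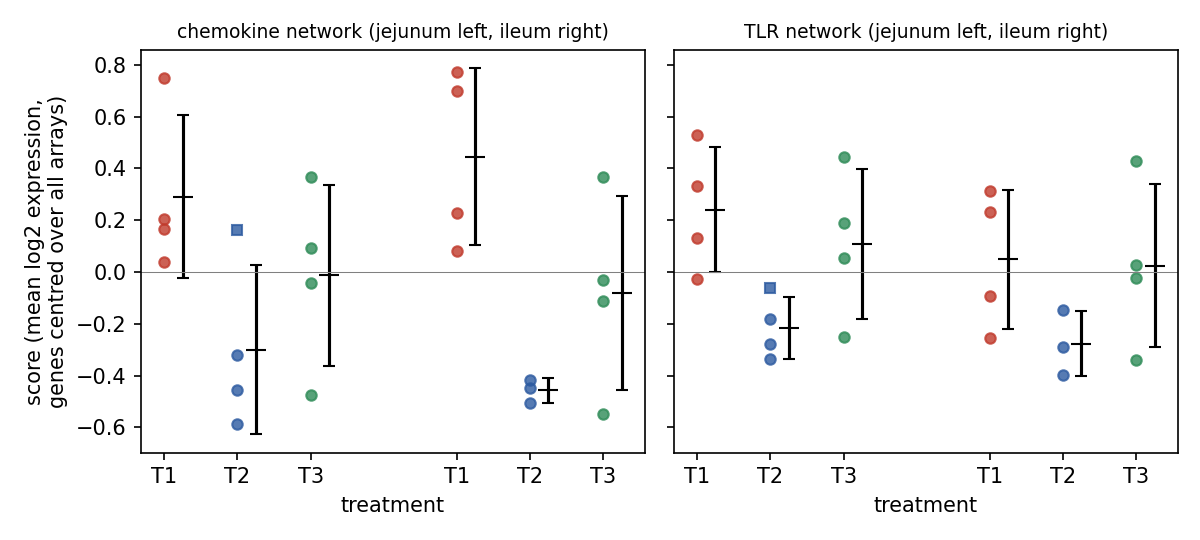
Score of the chemokine and TLR networks (y-axis, mean log2 expression, each gene centred over all arrays) by treatment (x-axis, jejunum left and ileum right) in the 23 arrays. Points are pools, the square is jejunum T2 pool 8, and bars are means with the SD between pools. The chemokine score in ileum has a mean of 0.45 in T1 and −0.46 in T2.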

In T2 and T3 piglets lower expression was observed in these 2 networks compared to the untreated (T1) piglets. Further differentiation could be made between T2 and T3, where in T2 expression is lower compared to T3. 

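T3 minus T2 of the chemokine score was 0.44 in jejunum (exact permutation test, two-sided, p = 0.114) and 0.38 in ileum (exact permutation p = 0.171) for the 22 arrays, and 0.29 in jejunum (exact permutation p = 0.314) for the 23 arrays. For the TLR score it was 0.37 in jejunum and 0.30 in ileum for the 22 arrays (exact permutation p = 0.0857 and 0.171), and 0.32 in jejunum for the 23 arrays (exact permutation p = 0.0857). The pools of both treatments overlapped in each of these comparisons. Against all other genes, camera gave adjusted p of 1.39e-05 and 0.00446 for the chemokine network in jejunum and ileum, and of 1.52e-07 and 0.000484 for the TLR network, for the 22 arrays. With jejunum T2 pool 8, in the 23 arrays, these were 0.00464, 0.00167, 9.22e-06 and 0.00033. With fry and with an estimated correlation 0 of the 4 differences passed in either set. In jejunum, where T2 and T3 were on 1 slide, 30 of 35 chemokine genes and 40 of 52 TLR genes were higher in T3 for the 22 arrays, and 25 and 38 for the 23 arrays. In ileum 25 and 39 were higher in both sets.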

In other words, expression of immune associated genes was high in T1, low in T2, and intermediate in T3.

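In both sets of arrays the mean score of T3 lay between those of T1 and T2 for both networks in both tissues. Over pools, the differences of T3 from T1 and from T2 had exact permutation p between 0.0857 and 0.914, so this order rests on means only. For the TLR network in ileum T1 and T3 were close, at 0.046 and 0.021 for the 22 arrays (exact permutation p = 0.914). There the median over genes had the opposite sign, and the direction of the mean changed with the scaling and the background correction. From the order of the superimposed expression values the paper states that immune associated genes were expressed highest in T1, lowest in T2 and in between in T3.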

**Figure 5:**
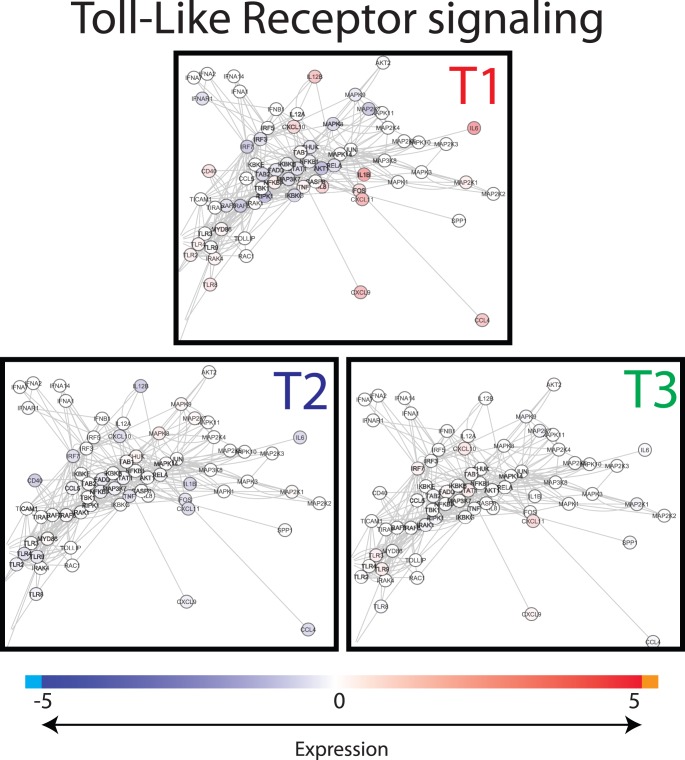
Snapshot of Toll-like receptor network. Interactions of genes involved in the Toll-like receptor (TLR) pathways were extracted from innateDB and visualized in CytoScape. Nodes (genes) are coloured by their expression, where blue is low expression and red is high expression (see legend on top). Abbreviations used: T1; Treatment 1, T2; Treatment 2, T3; Treatment 3.

**Figure 6:**
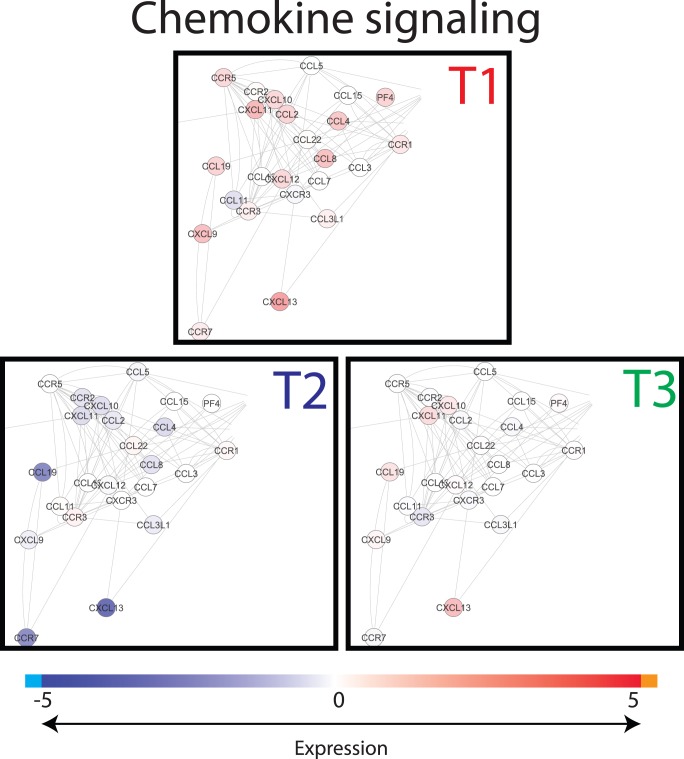
Snapshot of chemokine network. Interactions of genes associated with chemokine pathways were extracted from innateDB visualized in CytoScape. Nodes (genes) are coloured by their expression, where blue is low expression and red is high expression (see legend on top). Abbreviations used: T1; Treatment 1, T2; Treatment 2, T3; Treatment 3.

**Figure 7:**
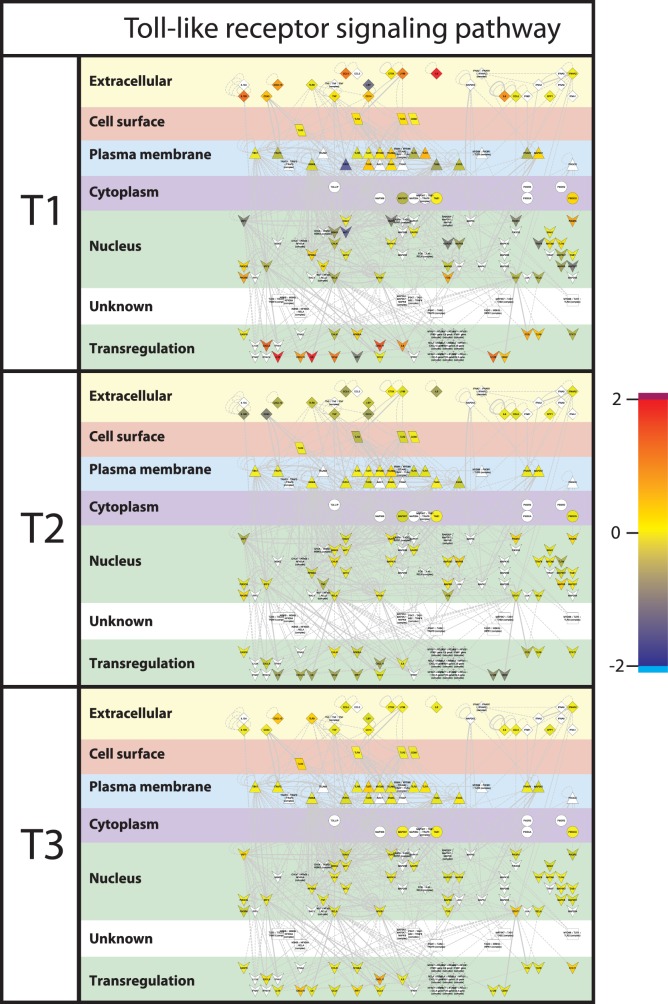
Toll-like receptor signalling pathway. Interactions of genes associated with Toll-like receptor pathways were extracted from innateDB [42] and visualized in CytoScape. Nodes (genes) are coloured by their expression, where blue is low expression and red is high expression. Furthermore, localization of gene products within the cell was predicted using Cerebral [45]. Abbreviations used: T1; Treatment 1, T2; Treatment 2, T3; Treatment 3.

**Figure 8:**
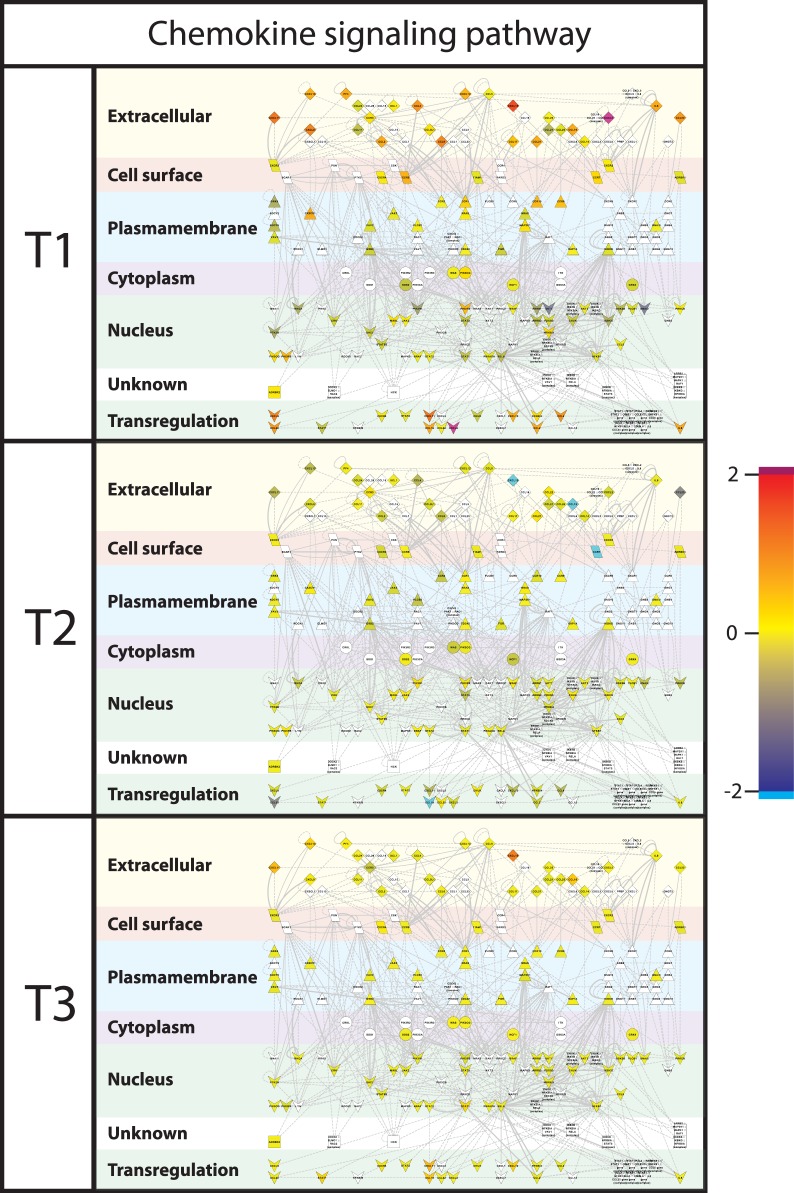
Chemokine signalling network. Interactions of genes associated with chemokine pathways were extracted from innateDB [42] and visualized in CytoScape. Nodes (genes) are coloured by their expression, where blue is low expression and red is high expression. Furthermore, localization of gene products within the cell was predicted using Cerebral [45]. Abbreviations used: T1; Treatment 1, T2; Treatment 2, T3; Treatment 3.

## Discussion

Effects of the different treatments on day 4 after birth were clearly visible at day 8 after birth, for both community-scale microbiota data and genome-wide transcriptomic data. The current study shows effects of early-life environmental variation on microbial colonization and immune development in the gut of piglets that were kept under regular-production circumstances. Here, we will focus specifically on comparison of T1 versus T2/T3 animals, for both microbiota and gene expression.

### Comparison of Microbiota Composition and Diversity between Treatment Groups

The diversity of microbiota as measured by the PITChip in jejunum digesta of T1 animals was significantly lower compared to that in the T2 and T3 animals. This study shows that a single antibiotic dose, administered at day 4 after birth, is able to modulate the microbial community for an extensive time. The antibiotic used in this study is regularly applied at pig farms with a one-time administration because of the long half-life (70 h) of the product and elimination half-life was approximately 6–8 days (details on website European Medicines Agency). This is in line with previous observations, which showed that microbiota composition and diversity was affected for at least five weeks in new-born piglets after a single dose of parenteral amoxicillin treatment [48]. Different methodologies were used in our study as compared to Janczyk *et al.* to assess microbial diversity, i.e. microarray- and denaturing gradient gel electrophoresis (DGGE)-based profiling of PCR-amplified 16S rRNA gene fragments. Nevertheless, we observed that the trends in diversity are comparable, also with those obtained by next generation technology sequencing, albeit at different absolute values [29], [30], [31], [32], [33]. Also the bacterial composition is not likely to return to its initial state, because the gastrointestinal tract undergoes a rapid dynamic development.

In this experiment the antibiotic treatment (T2) caused a detectable change in relative abundance of most early gut colonizers. Among these colonizers, the abundance of all anaerobic bacteria including *Bifidobacterium, Eubacterium, F. prausnitzii,* and *S. moorei* increased, whereas facultative bacteria such as *S. aureus* decreased in quantitative terms. These results may contradict some previous reports, it has been reported that a range of different antibiotics (including Amoxicillin, Ciprofloxacin, Augmentin and Trimethoprim) can reduce *Bifidobacterium* in adult faecal microbiota [49], [50], however, a strong increase of *Bifidobacterium* relative abundance was observed in this study in response to the antibiotic tulathromycin. One possible reason could be that certain antibiotic resistant *Bifidobacterium* strains, such as *B. longum* and *B. catenulatum* [51], can survive under the tulathromycin antibiotic selection. Another explanation could be a difference in the activity of antibiotics in the intestinal lumen compared to the colon. Nevertheless, a higher microbial diversity in T2 detected in this study may indicate a relatively complex microbiota of T2 animals compared to T1 animals. In the complex gut microbial system, facultative bacteria, such as *S. aureus* can not withstand the competition and environmental changes brought by the anaerobes, as shown in young infants [52]. In addition, *S. aureus* colonization has been reported negatively correlated to certain antibiotic treatments at 6 months of age in infants [53], [54], [55]. Thus, the reduction of *S. aureus* in T2 could be attributed to the acceleration of complex anaerobic microbiota establishment by the antibiotic and/or its sensibility to the antibiotic. On the contrary, we did not found a notable change of *S. aureus* between T3 and T1 animals. It appeared that the antibiotic effect was counteracted by stress management, because the microbial groups observed in T2 animals were not observed in T3 animals. Interestingly, this was also observed for *Bifidobacterium, Eubacterium,* and *S. moorei*.

In addition to the microbial groups discussed above, there are 20 microbial groups that only showed difference between T2 and T3 in this study. This result may be attributed to a yet unknown combined effect of antibiotic and management treatment (causing stress), which may involve complex host-microbial interactions in the gut.

The results from these microbiota analyses show that microbial diversity and composition are affected by the different treatments. Earlier findings of Schmidt *et al.* also showed that continuous microbial exposure during early life stages is required for the development of a stable gut microbiota. However, it should be noted that, contrary to our study, Schmidt *et al.* measured the mucosa-adherent microbiota [11]. In the present study, piglets were housed under field conditions of commercial intensive farming systems that correspond to ‘natural’ and continuous exposure to microbial species. Compared to the control T1 group, the administration of tulathromycin caused a clear increase in microbial diversity, leading to a situation which is described by others as “more chaotic” [11]. The microbiota of ‘natural’ colonized piglets is characterized by a high abundance of lactobacilli and low abundance of microbial species related to pathogens. Such a ‘natural’ microbiota composition and diversity has been proposed to be important for immune homeostasis [14].

At the phylum level similar relative abundance levels of microbial groups were observed between the different treatment groups (Table C in File S1), which is in contrast to the observation of Mulder *et al.* (2009) where antibiotic treatment resulted in a severe reduction in abundance of Firmicutes and increase of Bacteriodetes and Proteobacteria compared to the outdoor situation [14]. However, in the study of Mulder a cocktail of antibiotics was administered daily from day 1 to 28 of age, as opposed to a single dose of one antibiotic at day 4 in this study. Furthermore the phylum level data in Mulder *et al*. represents an overall abundance of (mucosa-adherent) microbial groups in the whole experiment, thus including different time-points, which makes it more difficult to compare with our data. Despite of the differences in experimental setup, it is known that both mucosal and luminal microbiota are able to interact with the host [56], however, luminal microbiota might do this more indirectly. Both studies show that the microbial diversity is affected by the antibiotic treatment, and concomitantly gene expression data showed shifts in communicative/immune processes at day 5 and/or our day 8 data.

### Comparison of Gene Expression in Host Blood and Intestinal Tissues

Simultaneous to the microbiota sampling, gene expression measurements were performed of intestinal tissue (scrapings) at the same location (in case of jejunum). In addition, blood transcriptome analysis was performed in order to investigate whether cross-talk between host and microbiota during this neonatal period induced systemic changes. However, the lack of significant differences between the blood samples of the treatment groups suggests that affected immunological processes are still local 4 days after treatment. 

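Changes of known size were added to 200 randomly chosen genes in simulated arrays with the spread between pools of the blood arrays. With 4 pools per treatment limma found 49 of 200 genes (24.5%) at a log2 change of 1 and 150 (75%) at a log2 change of 2. In the ileum comparison of T2 with T1 limma found 51 (25.5%) and 147 (73.5%). The simulated noise was independent between genes and arrays, and dim genes received the full change, so these shares hold for such data only. From the absence of significant differences in blood the paper proposes that the processes affected by the treatments are still local.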

When comparing the two different tissues analysed here, more genes were differentially expressed, either up or down, in ileum in contrast to jejunum. The dominant processes that were affected by the treatments (T2 or T3) are mostly involved in immunological processes and the genes involved were down-regulated in comparison to T1 animals. In connection with this, we observed that most of the biological processes affected by the treatments (T2 or T3) are involved in various immune functions. The transcriptomic data suggest that the immunological development after birth can be influenced by external factors (e.g. antibiotics and/or stress), possibly by modulating the microbial colonization of the gut [57]. Surprisingly, the top 5 processes in the functional analyses were all of communicative nature for both jejunum and ileum, including “Chemotaxis” (cell or bacterial movement towards a chemical or protein); “chemokine activity”; and “cytokine activity”, the latter of which are associated with immune-modulating activities and involved in (intra)cellular communication. The term “cyclic adenosine monophosphate (cAMP) signaling” is also associated with cell communication (intracellular signal transduction, including suppression of regulatory T cells [58]), whereas “extracellular region” is associated with the space external to the outermost structure of a cell (e.g. plasma membrane). To investigate the above described immunological differences in more detail, a systems approach was applied, by extracting gene-gene interaction networks (InnateDB) for two immunological processes, namely chemokine and Toll-Like Receptor (TLR) signalling. These two networks were chosen because expression of many of the genes that were higher in T1 compared to T2 or T3 piglets belonged to these networks. Furthermore, chemokines play a major role into guiding the migration of cells, and TLRs play a key role in innate immunity and recognition of conserved microbial structures [59]. The data presented here suggests that in the intestine of T1 piglets more intensive immunological communication occurs compared to T2 and T3 piglets, which is reflected by high expression of chemokine and TLR receptors as well as their respective ligands. 

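For the 22 arrays the 23 chemokine ligands tested had a mean log2 fold change between T2 and T1 of −0.81 in jejunum (camera adjusted p = 1.53e-07, 19 lower) and −1.11 in ileum (camera adjusted p = 1.88e-07, 20 lower). The 12 chemokine receptors had −0.61 (camera adjusted p = 0.000343, 10 lower) and −0.50 (camera adjusted p = 0.008, 9 lower), and the 14 TLRs and their co-receptors −0.59 (camera adjusted p = 4.64e-05, 13 lower) and −0.48 (camera adjusted p = 0.0137, 10 lower). For the 23 arrays the values in jejunum were −0.69 (camera adjusted p = 4.76e-07) for the ligands, −0.41 (camera adjusted p = 0.0133) for the chemokine receptors and −0.53 (camera adjusted p = 7.51e-05) for the TLRs, and those in ileum were the same to 2 decimals. These camera p-values rest on a preset correlation of 0.01 between genes. For the whole chemokine and TLR networks no difference between T2 and T1 passed with an estimated correlation. With fry only the chemokine network in ileum passed, for the 22 arrays and not for the 23. Between T3 and T1 the ligands had −0.31 in jejunum and −0.65 in ileum in both sets (camera adjusted p = 0.008 and 0.00233 for the 22 arrays). Their scores per pool overlapped, with an exact permutation p of 0.4 and 0.114 in both sets, and neither passed with fry (adjusted p = 0.313 and 0.0781 for the 22 arrays). The TLRs had −0.095 (camera adjusted p = 0.425) and 0.0027 (camera adjusted p = 0.861) for the 22 arrays and −0.095 and 0.0026 for the 23 arrays. The genes for chemokine signalling inside the cell had −0.080 in jejunum (camera adjusted p = 0.298) and 0.27 in ileum (camera adjusted p = 0.0699) between T2 and T1 for the 22 arrays, and −0.081 and 0.27 for the 23 arrays. From the high expression of receptors and ligands in T1, the paper proposes a more intensive immunological communication in the intestine of these piglets.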

We hypothesize that the global down-regulation in the antibiotic treated animal (T2/T3) compared to the control (T1) piglets could be that due to the high diversity and more “chaotic” microbial population in the gut of piglets treated with the tulathromycin antibiotic. Similar observations (down regulation vs chaotic/high diversity) were observed by the Kelly group [8], [11], [14].

### Interactions between Host and Microbiota

The genes associated with the immunological processes that differ between the treatment groups are more strongly expressed in T1 animals compared to T2 and T3 animals, which might be due to the observed lower diversity in microbiota and the abundance of specific (non-pathogenic) bacterial species (e.g. lactobacilli). We observed a trend towards higher abundance of lactobacilli in T1 piglets compared to the treatment groups (T1; 18%, T2; 14%, and T3; 12%). A higher abundance of lactobacilli could lead to more cross-talk between these abundant microbiota and host (immune) cells, the more so because it has previously been shown that different lactobacilli strains can modulate the expression of immune pathways [60], [61]. It is known that communication between and within intestinal cells as well as between microbiota and intestinal cells is crucial to set up a proper development (shaping) and functioning of the immune system [62]. In case of early antibiotic treatment and a concomitant increase of microbial groups related to (intestinal) pathogens, it could be hypothesized that due to the antibiotic treatment (too much) immunological tolerance is build-up during early life stages against species related to pathogens, resulting in an inefficient immune response later in life upon pathogenic challenge. This hypothesis regarding the presumed interaction between microbiota and immune development is in line with previous conclusions [7], [10], [21], [22], [63]. We intend to study this specifically in a further project.

### General Conclusion

Different early-life exposure under real-life circumstances, no antibiotic treatment, antibiotic treatment, or antibiotic and stressful treatment, affect the microbial colonization and immune development of piglets. The results shown here suggest a different immune development due to the early life treatments in these piglets. The next step will be to investigate which effect the early-life environment variation has on the immune competence later in life.

## Supporting Information

Figure S1 **Depicted is the experimental design, for each sow (n = 16) piglets are divided over the three treatments (T1, T2, and T3).** At the day of sampling 16 piglets, 1 of each sow are taken for analysis, for each treatment.
(EPS) Click here for additional data file.

Figure S2 **In the x-axis the qPCR signal is depicted and in the y-axis the normalized expression value is depicted.** Three genes are depicted IL1B (upper panel), IL6 (middle panel), and TIMP1 (lower panel).
(EPS) Click here for additional data file.

File S1 **Supporting Tables.** Table A, Pools for microbiota and transcriptomic analyses. Table B, Number of up- or down-regulated probes and genes at day 8 after birth when comparing the different treatments (T1, T2, and T3). Numbers of annotated genes are given in parentheses. Table C, Phylum level bacteria changed in T2 and T3. Table D, Summary of most prominent terms of GSEA analysis in jejunum. Table E, Summary of most prominent terms of GSEA analysis in jejunum.
(DOCX) Click here for additional data file.

# Supplementary material for: Early-Life Environmental Variation Affects Intestinal Microbiota and Immune Development in New-Born Piglets
**Source:** PLoS One. 2014 Jun 18;9(6):e100040. doi: 10.1371/journal.pone.0100040
**Supplement:** File S1 — Supporting Tables. Table A, Pools for microbiota and transcriptomic analyses. Table B, Number of up- or down-regulated probes and genes at day 8 after birth when comparing the different treatments (T1, T2, and T3). Numbers of annotated genes are given in parentheses. Table C, Phylum level bacteria changed in T2 and T3. Table D, Summary of most prominent terms of GSEA analysis in jejunum. Table E, Summary of most prominent terms of GSEA analysis in jejunum.

**Supporting** **information**

**Figure legends**

**Figure A**

Depicted is the experimental design, for each sow (n=16) piglets are divided over the three treatments (T1, T2, and T3). At the day of sampling 16 piglets, 1 of each sow are taken for analysis, for each treatment.

**Figure B**

In the x-axis the qPCR signal is depicted and in the y-axis the normalized expression value is depicted. Three genes are depicted IL1B (upper panel), IL6 (middle panel), and TIMP1 (lower panel).

**Supplementary Table A Pools for microbiota and transcriptomic analyses**

| T3* | T2 | T1 |
| --- | --- | --- |
| **Pool 1** | **Pool 5** | **Pool 9** |
| R2679 | R2679 | R2679 |
| R2705 | R2705 | R2705 |
| R2592 | R2592 | R2592 |
| R2704 | R2704 | R2704 |
|  |  |  |
| **Pool 2** | **Pool 6** | **Pool 10** |
| R2687 | R2687 | R2687 |
| R2423 | R2423 | R2423 |
| R2369 | R2369 | R2369 |
| R2419 | R2419 | R2419 |
|  |  |  |
| **Pool 3** | **Pool 7** | **Pool 11** |
| R2336 | R2336 | R2336 |
| R2504 | R2504 | R2504 |
| R2692 | R2692 | R2692 |
| R2514 | R2514 | R2514 |
|  |  |  |
| **Pool 4** | **Pool 8** | **Pool 12** |
| R2591 | R2591 | R2591 |
| R2701 | R2701 | R2701 |
| R2596 | R2596 | R2596 |
| R2669 | R2669 | R2669 |

***** For each treatment 4 pools are created based on the same 4 piglets from 4 sows

**Supplementary Table B Number of up- or down-regulated probes and genes at day 8 after birth when comparing the different treatments (T1, T2, and T3). 

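Table B counts probes and genes that passed an adjusted p and a fold change limit in each of the comparisons, split by direction, and gives in parentheses those with an annotation. Counts of the same form were made from the log2 values of the arrays, with the names that are not annotated kept. Among the genes tested 2203 of 28413 had a gene symbol for the 22 arrays, and of the changed genes 6, 0 and 0 in jejunum and 9, 37 and 8 in ileum had one, for T2 against T1, T3 against T1 and T3 against T2. In the 23 arrays 2197 of 28236 had a symbol, and of the changed genes 0, 0 and 0 in jejunum and 6, 12 and 0 in ileum.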

Numbers of annotated genes are given in parentheses.**

| **Tissue** | **T2 vs. T1** | | **T3 vs. T1** | | **T3 vs. T2** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Down** | **Up** | **Down** | **Up** | **Down** | **Up** |
| **Jejunum** | 63 (27) | 24 (5) | 29 (15) | 38 (16) | 6 (0) | 55 (23) |
| **Ileum** | 80 (34) | 49 (16) | 80 (24) | 76 (29) | 45 (6) | 76 (32) |
| **Blood** | 0 (0) | 0 (0) | 0 (0) | 0 (0) | 0 (0) | 0 (0) |

Abbreviations used: T1; Treatment 1,T2; Treatment 2, T3; Treatment 3.

**Supplemental Table C Phylum level bacteria changed in T2 and T3**

|  | T2 vs. T1 | T3 vs. T1 | T3 vs. T2 | ARC^1^ | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | *p* value | *p* value | *p* value | T1 | T2 | T3 |
| Firmicutes | 0.34 | 0.89 | 0.11 | 80.15±3.04 | 76.86±2.01 | 79.22±0.88 |
| Proteobacteria | 0.34 | 1 | 0.11 | 11.40±2.28 | 13.45±1.41 | 12.13±0.52 |
| Bacteroidetes | 0.49 | 0.69 | 0.69 | 2.55±0.40 | 2.74±0.60 | 2.74±0.23 |
| Spirochaetes | 0.49 | 1 | 0.11 | 2.50±0.59 | 2.88±0.29 | 2.52±0.20 |
| Actinobacteria | 0.34 | 0.89 | 0.2 | 2.29±0.48 | 2.72±0.32 | 2.42±0.10 |
| Fibrobacteres | 0.34 | 0.34 | **0.03** | 0.58±0.23 | 0.70±0.11 | 0.43±0.02 |
| Deferribacteres | 0.11 | 1 | 0.34 | 0.23±0.04 | 0.29±0.06 | 0.22±0.01 |
| Verrucomicrobia | 0.11 | 1 | 0.11 | 0.19±0.03 | 0.25±0.05 | 0.18±0.01 |
| Fusobacteria | 1 | 0.34 | 0.49 | 0.10±0.01 | 0.10±0.01 | 0.11±0.01 |
| Chlamydiae | 0.49 | **0.03** | **0.03** | <0.01 | <0.01 | <0.01 |
| Planctomycetes | 0.49 | **0.03** | **0.03** | <0.01 | <0.01 | <0.01 |

^1^ ARC: average relative contribution [%] of a microbial group. Values represented means ± SD

Abbreviations used: T1; Treatment 1,T2; Treatment 2, T3; Treatment 3.

**Supplementary Table D Summary of most prominent terms of GSEA analysis in jejunum**

| **T3vsT1** | | | **T2vsT1** | | | | **T3vsT2** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **T3** | | **T1** | | **T2** | **T1** | | **T3** | | **T2** |
| DEGRADATION  (VALINE, LEUCINE, ISOLEUCINE) | | **Ribosome/translation** | | **x** | **response immune/defense/wounding** | | **x** | | **x** |
|  | | LOCOMOTORY_BEHAVIOR | |  | LOCOMOTORY_BEHAVIOR | |  | |  |
|  | | beta cell development | |  | immune cell activation | |  | |  |
|  | |  | |  | Ribosome/translation | |  | |  |
|  |  | | |  | | cell cycle (arrest/apoptosis) |  |  | |

Abbreviations used: T1; Treatment 1,T2; Treatment 2, T3; Treatment 3.

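Tables D and E list terms whose genes, ranked over the whole array, lay together at the side of 1 treatment. The ranking uses no limit per gene, so that small changes in the same direction over many genes count. The column in which a term stands names the treatment with the higher expression. For the 31 ribosomal protein genes the mean between T3 and T2, for which the tables list no term, was 0.025 in jejunum (camera adjusted p = 0.281) and −0.00064 in ileum (camera adjusted p = 0.624) for the 22 arrays, and 0.16 (camera adjusted p = 0.000524) and −0.00039 (camera adjusted p = 0.726) for the 23 arrays.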

**Supplementary TableE Summary of most prominent terms of GSEA analysis in jejunum**

| **T3vsT1** | | | **T2vsT1** | | | | **T3vsT2** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **T3** | | **T1** | | **T2** | **T1** | | **T3** | | **T2** |
| membrane / receptor | | Ribosome / translation | | endosome/lysosome/membrane | chemokine/cytokine | | **x** | | **x** |
| metabole | | Immune / chemokine | | metabole (lipids / insulin ) | intestinal immunity/inflammation | |  | |  |
| apoptosis | | behavior (locomotory) | | BIOCARTA_INTEGRIN_PATHWAY | behavior (locomotory) | |  | |  |
|  | |  | | golgi | wounding | |  | |  |
|  |  | | | cell junction | | Ribosome / translation |  |  | |

Abbreviations used: T1; Treatment 1,T2; Treatment 2, T3; Treatment 3.

How the deposited data were processed for this re-analysis (not part of the article)

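Gene expression was measured on 1-colour Agilent pig arrays. Each array held RNA of a pool of 4 piglets of 1 treatment. For day 8, 12 jejunum, 11 ileum and 12 blood arrays were analysed, with 4 pools per tissue and treatment except for ileum T2 with 3 pools. The pools of day 8 pair across treatments, because pools 1, 5 and 9, pools 2, 6 and 10, pools 3, 7 and 11 and pools 4, 8 and 12 came from the same 4 sows, as Supplementary Table A lists. This was also seen in the values, where arrays of 1 sow set had a mean correlation across genes, taken after the treatment means were removed, of 0.0986 in jejunum, 0.0733 in ileum and 0.143 in blood, and arrays of other sow sets of −0.0324, −0.0239 and −0.0476. The methods name no block, so the pairing was used only as an alternative. Arrays of days 55 and 176, which the paper does not report on, were analysed for the closing section only.

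The intensity values of each spot were deposited by the authors as the scanner's software wrote them. According to the file headers this was Agilent Feature Extraction 10.7.3.1, which subtracted the local background, removed spatial trends and put a substitute where a signal was not above background, on a linear scale and without normalization between arrays. The median signal and the background of each spot, which the authors deposited beside it, are intensities without that correction. The flags of each spot, 0 or 1, were also as deposited. The authors further deposited a table of log2 values, which the methods for day 8 describe as quantile normalized in GeneSpring, and in which each probe had a median of 0 over each set of arrays. In that table the columns of blood and of day 176 hold the values of the arrays they are named for, while those of the tissues of days 8 and 55 do not, so it was used as an alternative for blood only. Its day 8 tissue values match 22 of the 23 tissue arrays and leave out jejunum T2 pool 8, which was therefore taken as the jejunum array that the paper removed after quality control. The main values of each result were set over all 23 arrays before the data were examined, and are given in the text after those of the 22 arrays.

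From the intensities the log2 was taken with a lowest signal of 1. Control spots and values of spots that the software marked as not uniform or as outliers were left out, spots of a probe were averaged, and a probe without a value on an array of the fit was left out, which removed 169 of 43603 probes for the tissues and 29 for blood. Quantile normalization was performed over the arrays of a fit. A probe was kept when it reached the 20th percentile of every array of at least 1 group. Probes with the same gene symbol, or the same accession where no symbol was available, were averaged. A gene symbol was available for 5461 probes, 12.5% of all, from the RefSeq names in the reference, which leaves most names without a symbol. GAPDH could not be matched.

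Group means were fitted with limma 3.58.1 in R 4.3.3, with statmod 1.5.0, over the 6 groups of tissue and treatment together and over the 3 groups of blood. A gene was called changed at an adjusted p below 0.05 (Benjamini-Hochberg within a comparison) and a fold change above 1.5. Differences of effect between the tissues were tested as a contrast of contrasts, and the treatments of days 55 and 176 with limma's F test over both contrasts. Lists of chemokine, Toll-like receptor and ribosomal protein genes, and of cytokines and parts of the networks, were written before the data were examined and tested with camera at a correlation of 0.01 between genes, adjusted over 18 tests for the 3 main lists. Of the symbols listed, 35 of 74 chemokine network genes, 53 of 93 TLR network genes, 31 of 79 ribosomal protein genes and 40 of 63 cytokine genes were on the array under that name. Scores per pool are the mean log2 value of a list with each gene centred over the arrays, and were compared with exact permutation tests, two-sided. Separation of groups was measured with a pseudo-F on Euclidean distances over all genes and tested by permuting the arrays. The lists of cell types, used for tissue composition in the closing section, had 7 of 14 T cell, 2 of 12 B cell, 1 of 9 plasma cell, 9 of 20 epithelium, 4 of 10 smooth muscle, 6 of 13 myeloid, 6 of 11 neutrophil and 0 of 10 erythroid genes on the array.

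Genes named are those the paper's text names, those drawn in its networks, and for each tissue and comparison the 2 with a symbol that rose most and the 2 that fell most among the changed genes whose pools did not overlap. This rule was applied to the 23 arrays. Where a named gene was not well above background in any pool of the lower group, the fold is given as a lower limit, with each low value raised to the lowest probe well above background on its array. Over the 23 arrays, 64.8% to 75.2% of the spots of a jejunum array, 59.0% to 72.6% of an ileum array and 34.8% to 44.1% of a blood array were well above background. The number of arrays limits the precision.

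The alternatives set before the data were examined were scaling to the 75th percentile of an array, a normexp background correction of the median signal with an offset of 50, no filter, probes well above background, the 20th percentile in every array, single probes, the 4 sow sets as a block, an intensity trend in limma, the methods' analysis of variance, no fold change limit, adjustment over all comparisons of a fit, each tissue alone, the pool as a random block, 1 treatment effect for both tissues with and without a slide term, the deposited log2 values, fry and an estimated correlation for the lists, and each array left out in turn. The mean of both tissues of a pool, the analysis of variance and, for the ribosomal proteins, the slide term over the 22 arrays, and the dispersion with pools as units were added after the data had been seen. The counts of each comparison for the 23, 22 and 12 arrays, of the interaction, of the treatments at days 55 and 176 and of the treatment term of the analysis of variance were compared with those of other splits of the same arrays, and the counts under the other alternatives were not, apart from those without T1 pool 12.

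The steps were tested on simulated data with the means and spreads of the arrays. Noise was drawn independently for each gene and array, without correlation between genes, slide effects or shared pools. The simulations therefore cannot show how the tests behave when these are present. Of 200 genes with an added log2 change of 1, limma found 51 in ileum between T2 and T1, 46 in jejunum and 49 in blood between T3 and T1, and with a change of 2 it found 147, 154 and 150. Without a change 0 genes were called. A list shifted by −0.5 was found in 20 of 20 simulations, with 0 calls of the other lists. With no difference, the pseudo-F was below 0.05 in 0 of 20 simulations, and the comparison of centres and that of outer with inner genes in 1 of 20 each.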

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

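The tests of labelled RNA with the spike-in signal, of slides at days 55 and 176, of single comparisons at these days and of the interaction with whole pools were chosen after the results had been seen, and the splits of the interaction within tissues and of the treatments at days 55 and 176 before.

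In each group of 4 arrays the gap between the farthest array and its nearest neighbour was compared with the whole range of the group, for 92 groups of arrays and measures. In 6 of them, 6.52%, an array lay far from the others, and chance alone gives about 1 in 20. The 6 cases belong to 5 arrays. Jejunum T2 pool 8 was far on the second principal component, at −157.2 where the nearest other T2 pool lay at 20.21, and in its distance to the centre of its group, at 164.9 against 94.57 for the next. Ileum T1 pool 12 was far on the second component at −22.12, with the nearest at −0.6933. Blood T1 pool 10 was nearer to the centre of its group, at 90.21, than the other T1 pools, of which the next lay at 108.3. Jejunum T1 pool 11 had a median signal of 83.12, with the nearest at 89.8. Ileum T1 pool 11 had a difference of 1.29 between genes for products outside and inside the cell, with the nearest at 0.5005.

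A lower amount of labelled RNA on an array was tested as a technical explanation, with the log2 of an array's median signal over its spike-in signal. Ileum T1 pool 11 had −5.762, below all other ileum arrays of its slide, which lay between −4.673 and −3.64, so that less labelled RNA on this array may be behind its place. For jejunum T2 pool 8 the value was −4.124, close to the median of −4.231 of the others on its slide. For jejunum T1 pool 11 it was −3.935, above the range of the others. Less labelled RNA stays open for both, since a loss that lowers both signals leaves their ratio unchanged. Both signals were the lowest among the jejunum arrays of the slide. The spike-in log2 values were 9.838 and 10.31 and the median signals 52.49 and 83.12. For ileum T1 pool 12 the value of −4.673 was within the range of the others on its slide, and for blood T1 pool 10 the value was −12.96 with a next of −12.83 among only 3 others on its slide, and neither decides. A mixed or mislabelled sample and differences between the piglets of a pool stay open for all 5 arrays and were not tested. No biological explanation was tested, since the arrays of a group share tissue, treatment and day.

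The effect of treatment differed between ileum and jejunum, in limma's test of the difference, in 2 genes for T2 against T1, 10 for T3 against T1 and 2 for T3 against T2 in the 23 arrays. At an unadjusted p below 0.05 there were 2126, 2460 and 872 of 28236 genes. The counts for the 22 arrays were 8, 13 and 1. None of the genes of the 23 arrays has a symbol. Those of both small counts are BX921576 and TC511512, named after their values were seen. In ileum their log2 fold changes between T2 and T1 were 1.41 and 1.50, in jejunum 0.068 and 0.19, with an adjusted p of 0.0199 for both differences. As many genes were found in 7 of 100 splits drawn within the tissues for T2 against T1, so that chance cannot be excluded there. For the 10 and 2 genes of T3 against T1 and T3 against T2 it was 4 and 3 of 100. These shares were not corrected for the number of counts. Other splits reached 54, 430 and 5 genes, and at an unadjusted p below 0.05 as many genes as in the real groups were found in 34, 18 and 26 of 100, so that chance is not excluded for a difference between the tissues over many genes. These splits take the 2 arrays of a pool apart, which are linked. With whole pools regrouped, as many genes were found in 3, 1 and 1 of 35 splits for the 23 arrays. In the 22 arrays it was 2, 1 and 4 of 35. Only for T3 against T1, with 10 and 13 genes, did no other regrouping give as many in both sets. At an unadjusted p below 0.05 as many were found in 10, 5 and 4 of 35 for the 23 arrays. In the 22 arrays it was 8, 5 and 1 of 35. At this threshold only the 1288 genes of T3 against T2 in the 22 arrays were reached by no other split. The slide cannot be told apart from the tissue in these differences, because T2 and T1 share a slide in ileum but not in jejunum, T3 and T2 share one in jejunum but not in ileum, and T3 and T1 share none. Of these counts scaling to the 75th percentile gave 0, 1 and 1, probes well above background 0, 14 and 0, and the sow sets as a block 2, 13 and 0. A difference between the tissues in the response to the treatments stays open as well.

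At days 55 and 176, which the paper does not report on, genes differed between the treatments. At day 55 there were 3182 of 30005 genes in jejunum and 3867 in ileum, and at day 176 there were 348 of 28236 genes in jejunum and 3 in ileum, by limma's F test at an adjusted p below 0.05. Of 100 splits of the arrays drawn, only the real one gave as many genes at day 55 in both tissues and at day 176 in jejunum. This argues against chance there. At day 176 in ileum 7 of 100 gave as many, and chance cannot be excluded. The counts without each array in turn ranged from 2245 to 3056 in jejunum and from 2859 to 3869 in ileum at day 55, and from 230 to 971 in jejunum and 0 to 32 in ileum at day 176, where 971 came without T2 pool 6, 230 without T1 pool 12, and 32 without T1 pool 12. With probes well above background the count of ileum at day 55 was 1505. A difference between slides was tested by the comparison of T2 with T1, whose arrays shared a slide. In jejunum 997 genes were changed in it at day 55 and 450 at day 176, in 1 of 35 splits each, which argues against slides as the whole cause. In ileum at day 55 it had 24 genes, in 2 of 35 splits, so that there slides and treatments cannot be told apart, as T3 was on a slide of its own. T2 and T1 lay in different rows of their shared slide, and a row difference was not tested. Whether the pools of these days come from the same sows is not stated in the paper's text, and effects of litter or pen stay open as untested.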

How the results depend on the processing

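The mean of both tissues of a pool, the dispersion with pools as units, the analysis of variance, the slide term and the splits over the 22 arrays, and the splits without T1 pool 12 were chosen after the data had been seen, whereas all other alternatives were set before the data were examined. Values are those of the 23 tissue arrays and the 12 blood arrays. For each change below the cause was not tested unless it is named.

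Of the results that answer a comparison, 256 values under alternatives other than left-out arrays kept their direction and their side of the threshold, 35 no longer passed it, 5 came to pass it, 81 counts or untested values moved and 9 changed direction. Of the named genes 77 kept both, 9 no longer passed and 1 came to pass, which was IL6 between T2 and T1 in ileum with the sow sets as a block, at −2.51 (limma adjusted p = 0.0425). No fold change limit, the pool as a random block and, for blood, the deposited log2 values left all results they were run for within 1.5 times the count. The deposited values were not run for the tissues, because their columns for days 8 and 55 hold values of other arrays than they are named for.

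Scaling to the 75th percentile moved the median log2 fold change of all genes between T3 and T1 to 0.13 in ileum and −0.16 in blood, from −0.000732 and −0.0241 under quantile normalization. The changed genes of ileum became 19 instead of 118 for T2 against T1, 489 instead of 303 for T3 against T1 and 52 instead of 8 for T3 against T2, and jejunum had 1 instead of 0 for T3 against T1. Blood had 1 and 0 genes in place of 2 and 1 for T2 and T3 against T1. The ribosomal proteins of jejunum no longer passed, with −0.124 between T2 and T1, −0.0903 between T3 and T1 and 0.0337 between T3 and T2. The TLR network between T3 and T1 in ileum turned from −0.0251 to 0.0373. The distance of T3 arrays to their centre came to differ from that of T1, at −29.2 instead of −26.15 (exact permutation p = 0.0379, over arrays), and the outer minus inner score between T3 and T1 in ileum became −0.663 (exact permutation p = 0.0571). The genes whose effect differed between tissues became 0, 1 and 1 for T2 against T1, T3 against T1 and T3 against T2, and ileum at day 176 had 8 genes instead of 3.

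With a normexp background correction jejunum had 0 genes instead of 6 between T2 and T1, ileum had 596 between T3 and T1 and 4 between T3 and T2, and blood had 0 between T2 and T1 and 0 between T3 and T1. The TLR network between T3 and T1 in ileum turned to 0.0154 and the ribosomal proteins between T3 and T2 in ileum to 0.0157 from −0.000391. The distance of T3 to its centre differed from that of T1 by −16.98 (exact permutation p = 0.0266, over arrays). These tests treat the 2 arrays of a pool as independent. With pools as units the p was 0.0286 for T3 against T1, the smallest possible, under quantile normalization (−26.15), the 75th percentile (−29.22) and normexp (−16.98), and for T3 against T2 the difference was −19.81 (exact permutation p = 0.657).

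Without a filter ileum had 36, 199 and 4 changed genes, blood had 1, 0 and 1, and the TLR network between T3 and T1 in jejunum came to pass at −0.140 (camera adjusted p = 0.0459) from −0.133. More names are tested without a filter. With probes well above background ileum had 464 genes between T3 and T1 and 5 between T3 and T2, blood had 0 between T2 and T1 and 0 between T3 and T1, the interaction had 0 for T2 against T1 and 0 for T3 against T2, and ileum at day 55 had 1505 genes instead of 3867. With the 20th percentile asked of every array jejunum had 0 genes between T2 and T1, ileum 184, 499 and 1, and blood 1 for T2 against T1 and 0 for T3 against T1. With single probes ileum had 616 probes between T3 and T1 and 18 between T3 and T2, and blood 1 and 0 for T2 and T3 against T1.

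With the sow sets as a block jejunum had 32 genes between T2 and T1 and ileum 41 between T3 and T2, the TLR network between T3 and T1 in jejunum passed at −0.133 (camera adjusted p = 0.0294), the ribosomal proteins between T3 and T2 in ileum turned to 0.0466, the interaction of T3 against T2 had 0 genes, and blood had 1 and 0 for T2 and T3 against T1. An intensity trend in limma gave 2 genes between T3 and T2 in ileum, and 0 and 0 in blood for T2 and T3 against T1.

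With the treatment term of the analysis of variance and a 1.5-fold change, jejunum had 32, 28 and 28 genes and ileum 49, 50 and 38 for T2 against T1, T3 against T1 and T3 against T2, where the term is the same gene list for each comparison by its construction. In blood it gave 1 for T2 against T1 and 1 for T3 against T2. Over the 22 arrays it gave 102, 86 and 77 genes in jejunum and 175 and 132 in ileum for T3 against T1 and against T2. Adjusted over all comparisons of the fit together, jejunum had 1 gene between T3 and T1, ileum 13 between T2 and T1 and 27 between T3 and T1, and blood 1 and 0 for T2 and T3 against T1.

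Normalized and fitted alone, jejunum had 2 genes between T3 and T2 and ileum 0, 5 and 0, which leaves fewer arrays for the spread. With 1 treatment effect for both tissues the counts were 160, 5 and 21, the same in both tissues by construction. With a slide term added, T2 against T1 rests on ileum and T3 against T2 on jejunum, so that jejunum had 118 genes between T2 and T1, both tissues had 2 between T3 and T1, and ileum had 0 between T3 and T2. The ribosomal proteins turned to 0.0331 between T3 and T1 in both tissues and to 0.161 between T3 and T2 in ileum. Over the 22 arrays the slide term gave −0.1021 between T3 and T1 in both tissues, which kept its direction, and 0.02459 between T3 and T2, which no longer passed in jejunum and turned in ileum. With the mean of both tissues of a pool 0 genes were changed between T2 and T1 in jejunum and 0, 0 and 0 in ileum over 12 pools, and the ribosomal proteins between T3 and T2 in ileum turned to 0.155.

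Of the lists, 15 of the 18 tests of the networks and the ribosomal proteins passed with camera's preset correlation, and none of them with fry, with adjusted p from 0.0542 to 0.511, or with an estimated correlation, with adjusted p from 0.212 to 0.516. The mean log2 fold changes are the same by construction. For T2 against T1, T3 against T1 and T3 against T2 they were −0.590, −0.304 and 0.286 for the chemokine network in jejunum and −0.903, −0.526 and 0.376 in ileum. For the TLR network they were −0.456 for T2 against T1 and 0.323 for T3 against T2 in jejunum and −0.327 and 0.302 in ileum. For the ribosomal proteins they were −0.231, −0.0706 and 0.161 in jejunum, and −0.128 for T2 against T1 and −0.128 for T3 against T1 in ileum.

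With each array left out in turn, 656 values kept direction and side, 30 no longer passed, 12 came to pass, 96 moved and 11 changed direction, and of the named genes 558 kept both, 98 no longer passed, 7 came to pass and 4 changed direction. The 30 include all 7 runs of the outer minus inner score between T2 and T1 in ileum. There the remaining pools are too few for an exact p below 0.05, so these runs say nothing about the score. The genes changed in jejunum ranged from 1 to 155 for T2 against T1, highest without jejunum T2 pool 8, from 0 to 20 for T3 against T1, highest without jejunum T1 pool 10, and from 0 to 5 for T3 against T2, highest without jejunum T2 pool 7. In ileum they ranged from 9 without ileum T2 pool 5 to 2081 without ileum T1 pool 12 for T2 against T1, from 14 without ileum T3 pool 2 to 4572 without ileum T1 pool 12 for T3 against T1, and from 5 without jejunum T3 pool 3 to 161 without jejunum T2 pool 8 for T3 against T2. In blood they ranged from 1 to 815 for T2 against T1 and from 0 to 565 for T3 against T1, both highest without blood T1 pool 12, and from 0 to 3 for T3 against T2. The genes at day 176 ranged from 0 to 32 in ileum and from 230 to 971 in jejunum.

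The chemokine network in jejunum ranged from −0.431 to −0.151 for T3 against T1 and from 0.160 to 0.440 for T3 against T2. The TLR network ranged from −0.245 to −0.0125 for T3 against T1 in jejunum, from −0.426 to −0.239 for T2 against T1 in ileum and from −0.160 to 0.0954 for T3 against T1 in ileum, where it turned without ileum T3 pool 2, with 0.0364 without T1 pool 9 and with 0.0628 without T1 pool 12. The ribosomal proteins in jejunum ranged from −0.0865 to −0.0476 for T3 against T1 and from 0.0246 to 0.240 for T3 against T2, and in ileum from −0.206 to −0.0883 for T2 against T1 and from −0.209 to −0.0883 for T3 against T1. For T3 against T2 in ileum they ranged from −0.0258 to 0.0227 and turned without T3 pool 2 (0.0163), T3 pool 4 (0.0154), T2 pool 6 (0.0227), T1 pool 9 (0.00597) and T1 pool 11 (9.95e-06).

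The separation of the treatments ranged from 1.19 to 1.70 in jejunum and from 1.37 to 2.19 in ileum. The distance of T3 arrays to their centre differed from that of T1 by −32.7 to −11.03 and from that of T2 by −14.99 to 8.81, where it turned without jejunum T2 pool 8. The difference between the distances of T3 to T1 and to T2 ranged from −21.2 to 0.189 in jejunum, where it turned without T1 pool 10, and from −3.83 to 36 in ileum, where it turned without T1 pool 11. The outer minus inner score ranged from −0.442 to −0.198 for T3 against T1 and from −0.643 to −0.362 for T2 against T1 in jejunum, and from −0.868 to −0.522 and from −1.14 to −0.847 in ileum. TIMP2 in jejunum ranged from −0.0484, without T3 pool 3, to 0.163 for T3 against T1 and from −0.00662, without T2 pool 8, to 0.194 for T2 against T1. TIMP1 in ileum ranged from −0.815 to 0.150 for T2 against T1 and from −0.751 to 0.213 for T3 against T1, and turned without T1 pool 12. Direction and call stayed with every array left out for the chemokine and TLR networks between T2 and T1 in jejunum (−0.743 to −0.437 and −0.546 to −0.360), the TLR network between T3 and T2 in both tissues, the chemokine network in all 3 comparisons of ileum, the ribosomal proteins between T2 and T1 in jejunum (−0.3105 to −0.095), the separation of the tissues and that of the blood treatments (1.36 to 2.02).

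The counts were set against those of other splits of the same arrays. For the 23 arrays as many changed genes were found in 2 of 35 splits in jejunum for T2 against T1, in 2, 2 and 2 in ileum for T2 against T1, T3 against T1 and T3 against T2, and in 3 and 4 in blood for T2 and T3 against T1, so that chance cannot be excluded for any of these counts. The counts of 0, of jejunum for T3 against T1 and T3 against T2 and of blood for T3 against T2, are reached by 35 of 35 splits by construction, which says nothing about chance. At an unadjusted p below 0.05 as many genes were found in 3, 6 and 10 of 35 splits in jejunum, 5, 3 and 1 in ileum and 1, 7 and 13 in blood for the 3 comparisons, so that at this threshold fewer than 5% of the splits gave as many only for T3 against T2 in ileum (2539 genes) and T2 against T1 in blood (3084). Among the 8 splits that part all pairs of pools from the same sows, as many changed genes were found in 1 in jejunum for T2 against T1, 2, 1 and 2 in ileum, and 1 and 1 in blood for T2 and T3 against T1, and the other splits put pools of the same sows in 1 group. In the 22 arrays it was 1 of 35 splits for T2 against T1 and 3 for T3 against T2 in jejunum. There T3 against T1 had 0 genes. In ileum it was 3, 2 and 1. None of the other splits reached the 155 genes of T2 against T1 in jejunum or the 161 genes of T3 against T2 in ileum. That share of 1 of 35 is the smallest possible and was not corrected for the number of counts. Both comparisons are also between slides, and these arrays were chosen after the data had been seen. Without ileum T1 pool 12 it was 1 of 10 for the 2081 genes of T2 against T1, a number of splits that cannot exclude chance, and 1 of 35 for the 4572 genes of T3 against T1. Without blood T1 pool 12 it was 1 of 35 for both 815 and 565 genes. For these 3 counts no other split gave as many, but the array was chosen after the counts had been seen and the comparisons are between slides. For the treatment term of the analysis of variance 3 of 100 regroupings of whole pools gave as many as the 261 genes of the 22 arrays. This share was not corrected, these arrays were chosen after the data had been seen, and the highest other regrouping had 1727 genes. As many as the 76 genes of the 23 arrays were found in 7 of 100, so that chance cannot be excluded for them.

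Signal over background was lowest in blood. The median signal of a blood array was between 3.69 and 6.36, against 52.5 to 98 in jejunum and 23.6 to 116 in ileum, and with probes well above background 16252 of the blood probes were kept instead of 34692.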

Differences from the paper's values

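Values of the 23 tissue arrays and 12 blood arrays are set here against those of the paper, of which the gene counts are from Table B of File S1. The 22-array values, the analysis of variance over the 22 arrays and the mean of both tissues of a pool were chosen after the data had been examined, and all other alternatives before.

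In jejunum 6 genes were changed between T2 and T1, and the paper's value is 87. Of the alternatives set before, 1 treatment effect with a slide term gave 118, within 1.5 times the paper's value, but with that term T2 against T1 rests on ileum by construction, so that this is no value of jejunum. The others did not come within it, with 4 under the 75th percentile, 0 with normexp, 6 without a filter, 8 with probes well above background, 0 with the 20th percentile in every array, 6 with single probes, 32 with the sow sets as a block, 4 with an intensity trend, 32 with the analysis of variance, 6 without a fold change limit, 9 when adjusted over all comparisons, 8 for jejunum alone, 6 with the pool as a random block, 160 with 1 treatment effect, and 1 to 155 with an array left out. The mean of both tissues, chosen after seeing the values, gave 0. The analysis of variance that the paper's methods name, taken over the 22 arrays and chosen after seeing the values, gave 102 genes, 24 higher and 78 lower, where the paper has 24 higher and 63 lower. Limma over the 22 arrays gave 155.

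In jejunum 0 genes were changed between T3 and T1 by limma, with 963 at an unadjusted p below 0.05, where the paper has 67. Of the alternatives set before none came within 1.5 times, with 0 under most of them, 1 under the 75th percentile and when adjusted over all comparisons, 2 and 5 with 1 treatment effect with and without a slide term, 28 with the analysis of variance, and 0 to 20 with an array left out. The analysis of variance over the 22 arrays, chosen after seeing the values, gave 86, 38 higher and 48 lower, where the paper has 38 and 29. Between T3 and T2 in jejunum 0 genes were changed by limma, with 1097 at an unadjusted p below 0.05, where the paper has 61. Of the alternatives set before none came within 1.5 times, with 2 for jejunum alone, 21 with 1 treatment effect, 28 with the analysis of variance, 0 under the other settings, and 0 to 5 with an array left out. The analysis of variance over the 22 arrays, chosen after seeing the values, gave 77, 66 higher and 11 lower, where the paper has 55 and 6. Limma over the 22 arrays gave 0 and 4 in these comparisons.

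In ileum 303 genes were changed between T3 and T1, and the paper's value is 156. Of the alternatives set before, no filter gave 199, within 1.5 times the paper's value, and so did leaving out jejunum T3 pool 1 (173), pool 2 (215) or pool 4 (213), jejunum T2 pool 5 (185) or pool 6 (209), jejunum T1 pool 11 (167), ileum T3 pool 3 (111), or ileum T2 pool 5 (179), pool 6 (182) or pool 7 (183). The analysis of variance over the 22 arrays, chosen after seeing the values, gave 175. The other alternatives did not, with 489 under the 75th percentile, 596 with normexp, 464 with probes well above background, 499 with the 20th percentile in every array, 616 with single probes, 429 with the sow sets as a block, 441 with an intensity trend, 50 with the analysis of variance, 307 without a fold change limit, 27 when adjusted over all comparisons, 5 for ileum alone, 293 with the pool as a random block, 5 and 2 with 1 treatment effect without and with a slide term, 0 with the mean of both tissues (chosen after seeing the values), and 13 of the 23 arrays left out. Limma over the 22 arrays gave 708.

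Between T3 and T2 in ileum 8 genes were changed, and the paper's value is 121. Of the runs set before, leaving out jejunum T2 pool 8 (161) or ileum T1 pool 11 (132) came within 1.5 times. The analysis of variance over the 22 arrays, chosen after seeing the values, gave 132, 82 higher and 50 lower, where the paper has 76 and 45. The others did not, with 52 under the 75th percentile, 4 with normexp, 4 without a filter, 5 with probes well above background, 1 with the 20th percentile in every array, 18 with single probes, 41 with the sow sets as a block, 2 with an intensity trend, 38 with the analysis of variance, 8 without a fold change limit, 9 when adjusted over all comparisons, 0 for ileum alone, 9 with the pool as a random block, 21 and 0 with 1 treatment effect without and with a slide term, which makes T3 against T2 rest on jejunum, 0 with the mean of both tissues (chosen after seeing the values), and 21 of the 23 arrays left out.

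For all comparisons of the tissues together the most genes changed in 1 direction were 177, where the paper has 80. Of the alternatives set before, no filter (116), 1 treatment effect without (109) and with a slide term (80, the ileum contrast of T2 against T1), and leaving out jejunum T3 pool 1 (99) or pool 4 (119), jejunum T2 pool 5 (102) or pool 6 (115), jejunum T1 pool 11 (96), ileum T3 pool 3 (65), ileum T2 pool 5 (97), pool 6 (101) or pool 7 (99), or ileum T1 pool 11 (79) came within 1.5 times. The analysis of variance over the 22 arrays, chosen after seeing the values, gave 91. The others did not, with 352 under the 75th percentile, 423 with normexp, 260 with probes well above background, 301 with the 20th percentile in every array, 347 with single probes, 249 with the sow sets as a block, 246 with an intensity trend, 28 with the analysis of variance, 180 without a fold change limit, 16 when adjusted over all comparisons, 7 for each tissue alone, 167 with the pool as a random block, 0 with the mean of both tissues (chosen after seeing the values), and the other arrays left out.

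In blood 2 genes were changed between T2 and T1 and 1 between T3 and T1, where the paper has 0 in both. For T2 against T1 normexp, probes well above background and an intensity trend gave 0, and the others did not, with 1 under the 75th percentile, without a filter, with the 20th percentile in every array, with single probes, with the sow sets as a block, with the analysis of variance and when adjusted over all comparisons, 2 with the deposited log2 values and without a fold change limit, and 1 to 815 with an array left out. For T3 against T1 the 75th percentile, normexp, no filter, probes well above background, the 20th percentile in every array, single probes, the sow sets as a block, an intensity trend, adjustment over all comparisons, and leaving out T3 pool 1 or 2, T2 pool 5, 6, 7 or 8, or T1 pool 11 gave 0. The deposited log2 values, the analysis of variance and no fold change limit gave 1, and 5 of the 12 arrays left out did not give 0.

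In blood 34692 probes passed the percentile filter, where the paper has 20832, and 28832 names were tested, where the paper has 15296. Probes well above background (16252 probes and 12420 names) and the 20th percentile in every array (21447 and 16844) came within 1.5 times, and no filter (43574 and 36763) did not.

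Besides these values, the paper states that the T3 arrays of the tissues were more dispersed than those of T1 and T2. Here the distance to the centre of the group, as T3 minus T1, was −26.15, and T3 minus T2 was 8.81 for the 22 arrays and −10.73 for the 23. On the first and second components of the 22 arrays the SD in jejunum was highest in T3, at 21.2 and 36.9. It was 10.1 and 18.2 in jejunum T1 and 14.5 and 4.61 in jejunum T2. In ileum it was highest in T1, at 90.7 and 48.7, against 16.6 and 31.4 in T3. The paper states that T3 grouped more closely with T1. In jejunum the centre of T3 was nearer to that of T1, at 65.1 against 72.3 from T2 for the 22 arrays and with a difference of −9.16 for the 23. In ileum it was farther from that of T1, at 105.6 against 90.7 from T2 for the 22 arrays, and 0 of 4 arrays were nearer to T1, but without ileum T1 pool 11 the difference turned to −3.83. The paper states that the expression of both networks was lower in T3 than in T1. For the TLR network in ileum the difference was −0.025 with a median over genes of 0.031, and 0.037 under the 75th percentile. The text names TIMP2 among the genes compared with qPCR and the methods and Figure S2 name TIMP1, and between T2 and T1 their log2 fold changes for the 22 arrays were 0.19 and −0.50 in ileum.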

Other observations

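The tests of the 2 tissues against each other, of sampling sites, of interferon genes, of the labels of the deposited table, of single comparisons at days 55 and 176, and of blood T1 pool 12 were chosen after the results had been seen, and those of slides in general and of lymphoid tissue and slides for the chemokine network before.

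At day 8 no gene passed adjustment between the jejunum and ileum arrays of a pool, although many small differences were there. Within the 11 pools with both, limma found 0 genes that differed between jejunum and ileum at an adjusted p below 0.05, and 9285 of 28236 (32.9%) at an unadjusted p below 0.05, and the arrays as a whole separated by tissue, with a pseudo-F of 2.40 for the 22 arrays (permutation p = 0.00088) and 2.28 for the 23 (permutation p = 6e-04). At day 55 there were 16167 of 30005 genes and at day 176 there were 7266 of 28236. When the tissue labels were exchanged within pools, only the real labels of 100 draws gave as many at each later day, which argues against chance there. These draws cannot tell tissue from slide, because the 2 arrays of a pool lay on different slides. At day 55 the log2 spike-in signals also differed, between 14.79 and 15.83 in jejunum and between 10.21 and 11.58 in ileum. At day 8 the count of 0 is reached by 100 of 100 draws by construction, which says nothing about chance, where the highest other draw had 582. At an unadjusted p below 0.05 as many as the 9285 genes of day 8 were found in 2 of 100 draws. The genes that differed by a log2 of at least 1 at both later days were 903 higher in ileum and 701 higher in jejunum. At day 8 their median differences, ileum minus jejunum, were 0.134 and 0.0116, against 1.81 and −1.6 at day 55 and 1.75 and −1.48 at day 176. As a score per pool, the difference lay between −0.166 and 0.507 at day 8, with a median of 0.092, and between 1.56 and 4.77 and between 3.05 and 4.22 at the later days.

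Exchanged tissue labels in some pools would leave differences of the size of the later days with either sign, and the largest at day 8 was 0.507, which argues against them. Dim spots for these genes are argued against as well, because 90.8% of their probe values at day 8 were well above background. One RNA on both arrays of a pool cannot be told apart from tissues that differ little, since the arrays behind the separation of 2.40 lay in part on different slides for the 2 tissues. The median correlation across genes between the 2 arrays of a pool was 0.977, against 0.973 between pools of a treatment in different tissues and 0.979 within a group, and these values are close to each other. After the group means were removed, arrays of 1 pool in the 2 tissues had a mean correlation across genes of 0.186 (exact p = 0.000579) at day 8, 0.0743 (exact p = 0.00347) at day 55 and 0.0498 (exact p = 0.015) at day 176, so that the 2 arrays of a pool shared more than those of different pools on each day. Over all genes of day 8 limma estimated a correlation of 0.1475 between them. Tissues that are less distinct at this age, or sampling sites that lay close together, stay open as untested.

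In T2 the score of the genes that distinguish the tissues at the later days was lower at day 8 than in T1, by −0.733 in jejunum (exact p = 0.0286, the smallest that permutations can give), −0.88 in ileum (exact p = 0.0571) and −0.806 for the mean of both tissues of a pool (exact p = 0.0286). A sampling site nearer to the stomach in T2 was tested as an explanation, which needs the genes higher in ileum to be lower in T2 and those higher in jejunum to be higher. Between T2 and T1 the 855 genes higher in ileum had a median log2 change of −0.464 in jejunum and −0.626 in ileum, with 85% and 81.2% of them lower, and the 692 genes higher in jejunum 0.172 and 0.163, with 74.6% and 62.1% of them higher, so that the sampling site is a candidate explanation in both tissues. The ileal gene FABP6, chosen after its values were seen, followed the pool at day 8 and not the tissue. Its log2 values lay between 5.849 and 15.98 in jejunum and between 5.639 and 16.27 in ileum, with a correlation across the 11 pools of 0.984 between the tissues, and it was at most 9.64 in ileum T2 and at least 14.77 in ileum T1 pools 9 and 10 and 15.01 in jejunum T1 pools 9 and 10, but 6.308 in ileum T1 pool 12. Between T2 and T1 it differed by −5.09 in jejunum (exact p = 0.0571) and −5.61 in ileum (exact p = 0.114). In jejunum it also reached 18.38 at day 55 and 18.67 at day 176, so that it did not separate the tissues in all pools of these days either. The score of the genes that distinguish the tissues was higher in T3 than in T2 by 0.648 in jejunum (exact p = 0.114) and 0.699 in ileum (exact p = 0.143). Between T3 and T1 this score differed by −0.0847 (exact p = 0.886) and −0.181 (exact p = 0.657), although T3 piglets received the same injection as T2 piglets. FABP6 was higher in T3 than in T2 by 5.76 and 6.18, and than in T1 by 0.663 and 0.574. The tissue names of day 8, and each comparison with T2 in them, may therefore reflect where the samples were taken. An effect of the treatment on these genes or on the maturation of the gut stays open as untested.

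Interferon genes were higher in T3 than in T2 at day 8. The list of 21 genes was written after the data had been seen, so this is a hypothesis only. The difference of their mean log2 value between T3 and T2 in jejunum was 1.15 for the 22 arrays and 1.14 for the 23 (exact p = 0.0286 in both, adjusted over 21 tests 0.15), and in ileum 1.04 in both sets (exact p = 0.0286, adjusted 0.15), with every T3 pool above every T2 pool. Against T1, T3 was higher by 0.949 in jejunum and 1.05 in ileum (exact p = 0.0571 in both) for the 23 arrays, and in blood by 0.645 (exact p = 0.0286, adjusted 0.15), while T3 and T2 differed by 0.24 in blood (exact p = 0.343). For the mean of both tissues of a pool the difference between T3 and T2 was 1.09 (exact p = 0.0286). A slide difference is argued against in jejunum, where the arrays of T3 and T2 with the difference of 1.14 shared a slide. The treatments lay in different rows of it, and a row difference was not tested. More leukocytes in the T3 samples cannot be told apart from an interferon response. The score of 19 leukocyte markers was higher in T3 than in T2 by 0.489 in jejunum (exact p = 0.0857) and 0.416 in ileum (exact p = 0.2), and the interferon score minus the marker score by 0.651 and 0.625 (exact p = 0.0571 in both). The stress of handling, or an infection in some pools, stays open as untested.

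The chemokine network was lower in T2 than in T1, and less lymphoid tissue in the T2 samples was tested with the T cell list, which shares 0 genes with the network. In jejunum the T cell score differed by −0.5365 (exact p = 0.0286) for the 23 arrays and by −0.4671 (exact p = 0.0571) for the 22, while the network's score differed by −0.5901 and −0.7431, so that less lymphoid tissue in the sample is a candidate explanation there. In ileum the T cell score differed by −0.237 (exact p = 0.229) and the network's by −0.9026, which leaves this open. A slide difference is argued against in ileum, where T2 and T1 shared a slide at the difference of −0.9026. The treatments lay in different rows of that slide, and a row difference was not tested. In jejunum, at the −0.5901, T2 and T1 were on different slides, and a slide difference cannot be told apart from the treatment. The other lists of cell types gave, between T2 and T1 in jejunum and ileum for the 23 arrays, −0.9262 (exact p = 0.0286) and −0.7001 (exact p = 0.114) for myeloid cells, −0.6931 (exact p = 0.143) and −1.212 (exact p = 0.0571) for neutrophils, −0.1039 (exact p = 0.0571) and 0.1182 (exact p = 0.543) for epithelium, −0.1558 (exact p = 0.714) and 0.1662 (exact p = 0.771) for smooth muscle, and −2.79 and −3.14 (exact p = 0.143 in both) for only 2 B cell genes. The myeloid score of jejunum for the 22 arrays differed by −0.7326 (exact p = 0.0571). The list of plasma cells had 1 gene and that of erythroid cells 0, and these were not tested. Of the genes tested, CD14 of the myeloid list is also in the TLR network. Each gene used for these scores passed the expression filter of the tissues, and all these cell types belong to the gut wall, so the lists cannot tell cells of another origin from those of the tissue.

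A slide difference as the general cause of more genes between some treatments than others was tested over the 7 sets of 3 comparisons. The comparison whose arrays shared a slide had the fewest genes at an unadjusted p below 0.05 in 3 sets, was in the middle in 3, and had the most in 1. Ranks at random would give the fewest in 2.33 sets, so these counts leave slides open as a part of the differences.

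At day 55 in jejunum 997 genes were changed between T2 and T1, 3654 between T3 and T1 and 258 between T3 and T2. Each count was found in 1 of 35 splits, the smallest share possible. In ileum 24 were changed between T2 and T1, in 2 of 35 splits, so that chance cannot be excluded. In the other comparisons 4430 and 2477 were changed, in 1 of 35 splits each. There T3 was on a slide of its own, with 42.4% to 52.0% of the spots of an array well above background. In T1 it was 62.6% to 73.1% and in T2 67.9% to 71.4%, so that this difference in signal cannot be told apart from the treatment. At day 176 in jejunum 450 genes were changed between T2 and T1, in 1 of 35 splits, and 327 between T3 and T2, in 2 of 35. Chance cannot be excluded for the latter. Between T3 and T1 limma gave 0, which 35 of 35 splits reach by construction, with 1843 at an unadjusted p below 0.05. As many as these 1843 were found in 1 of 35 splits. In ileum 3, 1 and 0 genes were changed between T2 and T1, T3 and T1, and T3 and T2, the first 2 in 3 and 5 of 35 splits, so that chance cannot be excluded, and the last in 35 of 35 by construction, with 358 at an unadjusted p below 0.05, as many in 24 of 35. These genes, named after their values were seen, are ACKR4 (log2 fold change 2.38, SE 0.28, adjusted p = 0.00224), the transcript ENSSSCT00000015360 (2.98, adjusted p = 0.0107) and the probe A_72_P108286 (−2.63, adjusted p = 0.0282) between T2 and T1, and A_72_P108286 (−2.99, adjusted p = 0.0422) between T3 and T1. The log2 fold changes of jejunum and ileum had correlations across genes of 0.173, 0.253 and 0.2 at day 55 for T2 against T1, T3 against T1 and T3 against T2, and of −0.0794, 0.0272 and 0.0387 at day 176. No explanation beyond splits and slides was tested.

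In the deposited table of log2 values the columns of blood (12) and of day 176 (22) hold the values of their own arrays. Of the 22 columns named for ileum of days 8 and 55, 0 were closest to their own array. They match 22 of the 23 tissue arrays of day 8, with correlations across probes between 0.99995 and 1 and at most 0.435 for the next array, and none matches jejunum T2 pool 8. Of the 23 columns named for jejunum of days 8 and 55, also 0 were closest to their own array, and 22 of them match the 22 arrays of day 55, with correlations across probes between 0.989 and 0.99623 and at most 0.635 for the next array. The column named for jejunum T2 pool 8 of day 8 matches none, with 0.66222 for its closest array of day 55, 0.629 for the next and −0.01885 for its own. Mislabelled scanner files were tested as an explanation with the difference between ileum and jejunum at day 55, whose correlation across 3350 genes with that at day 176 was 0.722 by the samples of the scanner files and −0.557 by the column names of the table. This argues against mislabelled scanner files at day 55. At day 8 the correlation across 3257 genes was 0.146 by the samples of the scanner files and 0.694 by the column names. The latter is moved by the table itself, where each probe was centred over the arrays of a set, and was −0.117 (3115 genes) when the intensities of the arrays that the columns match were put under the column names. Mislabelled scanner files of day 8 therefore cannot be told apart from mislabelled columns by these values, because under neither set of labels did the tissues differ at day 8 as at day 176.

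In blood T1 pool 12 lay at 21.6 on the first principal component, among the T2 and T3 arrays, which lay between −0.06396 and 43.03, and apart from the other T1 arrays, which lay between −85.13 and −62.28. Without it 815 genes were changed between T2 and T1 and 565 between T3 and T1, where all 12 arrays gave 2 and 1. A slide difference cannot be told apart from the treatment in this, since the T1 arrays had a slide of their own, although pool 12 at 21.6 was on that slide too. A mixed or mislabelled sample was not tested. In its microbiota results the paper names a sample 12 as the exception among the T1 samples, and by its figure legend and methods the numbers are those of the pools, which were the same for microbiota, blood and tissue, so that this is the same pool.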
